# Comprehensive Identification of Long Non-coding RNAs in Purified Cell Types from the Brain Reveals Functional LncRNA in OPC Fate Determination

**DOI:** 10.1371/journal.pgen.1005669

**Published:** 2015-12-18

**Authors:** Xiaomin Dong, Kenian Chen, Raquel Cuevas-Diaz Duran, Yanan You, Steven A. Sloan, Ye Zhang, Shan Zong, Qilin Cao, Ben A. Barres, Jia Qian Wu

## Abstract

Long non-coding RNAs (lncRNAs) (> 200 bp) play crucial roles in transcriptional regulation during numerous biological processes. However, it is challenging to comprehensively identify lncRNAs, because they are often expressed at low levels and with more cell-type specificity than are protein-coding genes. In the present study, we performed *ab initio* transcriptome reconstruction using eight purified cell populations from mouse cortex and detected more than 5000 lncRNAs. Predicting the functions of lncRNAs using cell-type specific data revealed their potential functional roles in Central Nervous System (CNS) development. We performed motif searches in ENCODE DNase I digital footprint data and Mouse ENCODE promoters to infer transcription factor (TF) occupancy. By integrating TF binding and cell-type specific transcriptomic data, we constructed a novel framework that is useful for systematically identifying lncRNAs that are potentially essential for brain cell fate determination. Based on this integrative analysis, we identified lncRNAs that are regulated during Oligodendrocyte Precursor Cell (OPC) differentiation from Neural Stem Cells (NSCs) and that are likely to be involved in oligodendrogenesis. The top candidate, *lnc-OPC*, shows highly specific expression in OPCs and remarkable sequence conservation among placental mammals. Interestingly, *lnc-OPC* is significantly up-regulated in glial progenitors from experimental autoimmune encephalomyelitis (EAE) mouse models compared to wild-type mice. OLIG2-binding sites in the upstream regulatory region of *lnc-OPC* were identified by ChIP (chromatin immunoprecipitation)-Sequencing and validated by luciferase assays. Loss-of-function experiments confirmed that *lnc-OPC* plays a functional role in OPC genesis. Overall, our results substantiated the role of lncRNA in OPC fate determination and provided an unprecedented data source for future functional investigations in CNS cell types. We present our datasets and analysis results *via* the interactive genome browser at our laboratory website that is freely accessible to the research community. This is the first lncRNA expression database of collective populations of glia, vascular cells, and neurons. We anticipate that these studies will advance the knowledge of this major class of non-coding genes and their potential roles in neurological development and diseases.

## Author Summary

Between 70 and 90% of the mammalian genome is transcribed at some point during development; however, only < 2% of the genome is associated with protein-coding genes. Emerging evidence suggests that long non-coding RNAs (lncRNAs; > 200 bp) play important roles in cell fate determination. In the present study, we broadened the lncRNA catalog by *ab initio* reconstruction of the transcriptomes of purified mouse cortex cell populations. More than 5000 lncRNAs were detected in the brain cell types studied. Predicting lncRNA functions using a ‘guilt-by-association’ approach revealed potential functions of lncRNAs in Central Nervous System development. Additionally, we analyzed transcription factor occupancy in the upstream regulatory regions of the lncRNAs. By integrating differential gene expression and transcription factor occupancy information, lncRNAs that are likely involved in oligodendrocyte precursor cell formation were identified. Loss-of-function experiments confirmed that the top candidate, *lnc-OPC* (long non-coding RNA in OPC), significantly reduces OPC differentiation from NSCs. Interestingly, *lnc-OPC* is up-regulated in glial progenitors of mouse models for multiple sclerosis. Our results demonstrated the role of lncRNA in the context of oligodendrocyte cell fate determination, and provided an extensive resource and a powerful analysis framework for future functional investigations of lncRNAs in CNS cell types.

## Introduction

More than 98% of the human genome does not encode proteins. A large number of transcribed sequences are non-coding transcripts [1–5]. Thousands of long non-coding RNAs (lncRNAs: usually > 200 bp in length, often spliced and polyadenylated, but lacking protein-coding potential) were recently discovered and many of them have been shown to play crucial roles in diverse biological processes [6, 7]. Emerging evidence indicates that lncRNAs may have important roles in Central Nervous System (CNS) development, homeostasis, stress responses, and plasticity [6]. For example, many lncRNAs are expressed in the mouse brain and show region-specific expression patterns [8]. Many lncRNAs exhibit dynamic expression patterns during neuronal-glial fate specification and oligodendrocyte lineage maturation [6]. In addition, lncRNAs have been shown to be involved in some neuropsychiatric diseases [9].

An increasing effort is being devoted to lncRNA identification [2, 3, 10]; however, it is not trivial to build a comprehensive lncRNA catalog. Compared to their protein-coding counterparts, lncRNAs are generally expressed at lower levels, which make it difficult to detect and assemble these transcripts, especially if the lncRNAs are expressed in the minor cell types within a tissue [2, 3, 8]. In addition, lncRNA genes may be regulated in opposing directions in different cell types, so their expression can appear to be static in composite tissue data. Traditionally, microarrays were used to capture lncRNA, but microarray data is limited in its sensitivity and by the probes that can match lncRNAs. Targeted capture (using tiling arrays to target selected portions of the transcriptome) followed by RNA-Sequencing (RNA-Seq) can be used to validate transcripts that are expressed at low levels [10, 11]; however, this approach requires *a priori* knowledge of the target region. Another challenge is to investigate the potential functions of lncRNAs. The functional roles of most characterized lncRNAs were first inferred by transcriptional profiling of different samples, an approach that presumes a cause-and-effect relationship between gene expression and cellular context. This ‘guilt-by-association’ strategy has proven to be a powerful tool for discovering the biological functions of lncRNAs [2, 12]. Nevertheless, it is still critically important to validate the predicted functions of lncRNAs by classical genetic approaches such as loss-of-function experiments [13]. Additional genomic information, such as specific transcription factor binding that provides evidence of active regulation, can increase the precision of candidate selection for functional validation experiments [14].

We have recently employed RNA-Seq to characterize the transcriptome of various purified cell types isolated from mouse brain [15]. The expression levels of classic cell-type specific markers were high in their corresponding cell types, but very low in the other cell populations, demonstrating the high purity of the isolated brain cell types (S1 Table; pericytes were excluded from the analyses because of relatively lower purity). In the current study, we also sequenced neural stem cells. We identified lncRNAs *de novo* from these purified cell types and generated a more comprehensive lncRNA annotation database by combining the lncRNAs that we identified with those from multiple other sources including GENCODE, RefSeq, Ensembl, lncRNAdb, and lncRNAs recently identified by several other groups [3, 4, 10, 16, 17]. Predicting lncRNA functions using purified cell types revealed potential functions for lncRNAs in CNS development. Moreover, to further dissect the functional roles of these lncRNAs, we performed TF motif searches in ENCODE DNase I digital footprint (DNase-DGF) experimental data and Mouse ENCODE promoters to infer TF binding proximal to these lncRNAs at various CNS developmental stages [18].

This comprehensive database of lncRNAs from purified brain cell types that we have integrated with TF binding and predicted functional information provides a powerful framework for systematically identifying lncRNAs that are essential for brain cell fate determination. Because Oligodendrocyte Precursor Cells (OPCs) play a crucial role in myelination/remyelination, and understanding the determination of OPC fate is critical for harnessing their potential for cell-based therapies [19], we chose to investigate lncRNAs that may have essential functions in OPC fate determination. Based on our integrative analysis, the top candidate, which we named *lnc-OPC*, showed highly specific expression in OPCs, remarkable sequence conservation among placental mammals, and OLIG2 binding in its upstream regulatory region, as shown by ChIP-Seq and luciferase assays. Furthermore, the depletion of *lnc-OPC* significantly reduces OPC formation and affects global expression of genes associated with oligodendrogenesis upon the differentiation of OPCs from NSCs. Interestingly, we found transposable elements (TE) inserted in the intron of *lnc-OPC* in the mouse lineage, implying that TEs might have been involved in the evolution and regulation of the expression of *lnc-OPC*.

These results substantiated the role of lncRNA in OPC determination and established a valuable framework that can be applied to future large-scale functional lncRNA screens in other cell types. We have presented our datasets and analytical results as online resources freely available to the research community (http://jiaqianwulab.org/braincell/lncRNA.html) (Username: lncRNA; Password: rnaseq). We anticipate that our study will advance the knowledge of this major class of non-coding genes and their potential roles in neurological development and diseases.

## Results

### A broadened lncRNA catalog from brain cell-type specific RNA-Seq data

Previous mouse brain lncRNA catalogs created using tissue or organ samples might have missed lncRNAs that can only be found in minor cell types and are hence likely not comprehensive [10]. To further broaden current lncRNA catalogs, we set out to identify lncRNAs that are expressed in various purified brain cell types by employing an *ab initio* transcriptome reconstruction approach. We previously reported RNA sequencing of poly(A)+ mRNA from mouse cerebral cortex tissue samples, as well as from highly purified astrocytes, neurons, oligodendrocyte precursor cells (OPCs), newly formed oligodendrocytes (NFOs), myelinating oligodendrocytes (MOs), microglia (MGL), endothelial cells (Endo), and pericytes (Peri) [15]. In this previous work, we reported 811 lncRNAs with the criterion of FPKM > 1 from the eight brain cell types based on GENCODE annotation. In order to better study transcriptome dynamics during cell lineage commitment, we now include the published RNA-Seq data for mouse embryonic stem cells (ESCs) [3] in our analyses. In addition, we have also sequenced transcripts from primary NSC isolated from mouse cortex using the same library construction procedures as described previously [15, 20]. 

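The NSC libraries carried high levels of genes of neural progenitors and of cell division, and little RNA of microglia, endothelial cells and pericytes. All 18 genes of a list of NSC and radial glia markers were above FPKM 1, with a median FPKM of 46.1. The highest were Fabp7, the brain fatty acid binding protein of radial glia, with an FPKM of 2055 ± 220 (SD, n = 2 libraries), the intermediate filament gene Vim with 1218 ± 18.1 and the glutamate transporter gene Slc1a3 with 432 ± 7.69. Sox2, a transcription factor of neural stem cells, had 143 ± 6.46 and the intermediate filament gene Nes 57.9 ± 3.93, and the lowest member, Prom1, had 2.43 ± 0.148. Of 10 microglia genes 8 were at the lowest value of the files, an FPKM of 0.1, in both libraries, and only Ccl2, a chemokine gene, was above FPKM 1 (3.90 ± 0.948). None of 7 endothelial genes and none of 8 pericyte and fibroblast genes was above FPKM 1, the highest being Apold1 with 0.179 ± 0.031 and Col1a1 with 0.278 ± 0.0411. Of 9 pluripotency genes only Klf4 was above FPKM 1 (6.64 ± 0.457), while Nanog was at 0.216 ± 0.0546 and Pou5f1 at 0.1 in both libraries. Astrocyte genes, several of which radial glia also express, had a median of 16.6 over 8 genes, from 1.40 ± 0.08 for S100b to 223 ± 15.1 for Aldoc, with Gfap at 8.26 ± 0.171, Aldh1l1 at 23.6 ± 0.495, Aqp4 at 6.11 ± 0.717 and Gja1 at 56.6 ± 0.969. Of 12 neuron genes 7 were above FPKM 1, led by the microtubule gene Map2 at 104 ± 2.67, while Eomes and Stmn2 were at 0.1 in both libraries. The medians of the NSC and cell cycle lists lay above those of every one of 10000 random lists of known genes of the same size. So did those of lists of housekeeping genes and of genes that EGF and FGF signalling induces, so this rank is not particular to NSC genes.
The data were 2 RNA-Seq libraries, NSC replicates 1 and 2, from cortical neural stem cells of E14.5 CD-1 mice, grown as monolayers with EGF and FGF, each at 20 ng/ml. The libraries were made from poly(A)+ RNA with a kit that does not mark strand and were read as pairs. By the paper's methods, the reads were aligned to mm10 with TopHat 2.0.11 and Bowtie2 2.2.2. By the same methods, FPKM were computed with Cufflinks 1.3.0 on the combined annotation of lncRNAs and UCSC known genes. The deposited tables hold FPKM for 23257 known genes and 8714 lncRNAs, with no read counts, so the depth of each library is unknown here. No value is below 0.1, and the tables do not say why a value is 0.1. Here the FPKM were used as deposited, as the value of each library or the mean of the 2, and no test between conditions was possible with 1 condition. Across known genes, log2(FPKM + 0.1) had a Pearson r of 0.998 and a Spearman rho of 0.993 between the libraries; genes are not independent replicates, so no p is given. Among the 11083 known genes above FPKM 1 in both libraries the SD of the log2 ratio of the libraries was 0.14, and 22 of the 11292 above FPKM 1 in either differed more than 2-fold. Among known genes with a mean above FPKM 1 the largest ratios were those of Tpm1 (56.7 and 0.1 in replicates 1 and 2), Snurf (6.84 and 0.1), Gdf1 (0.468 and 13.0), Mir7-1 (1.93 and 0.1) and Dynlt1f (2.71 and 18.5). Fig 4 names the libraries biological replicates, and the text does not say whether they came from separate cultures, so the SDs may hold technical spread alone.

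**Figure D1:**
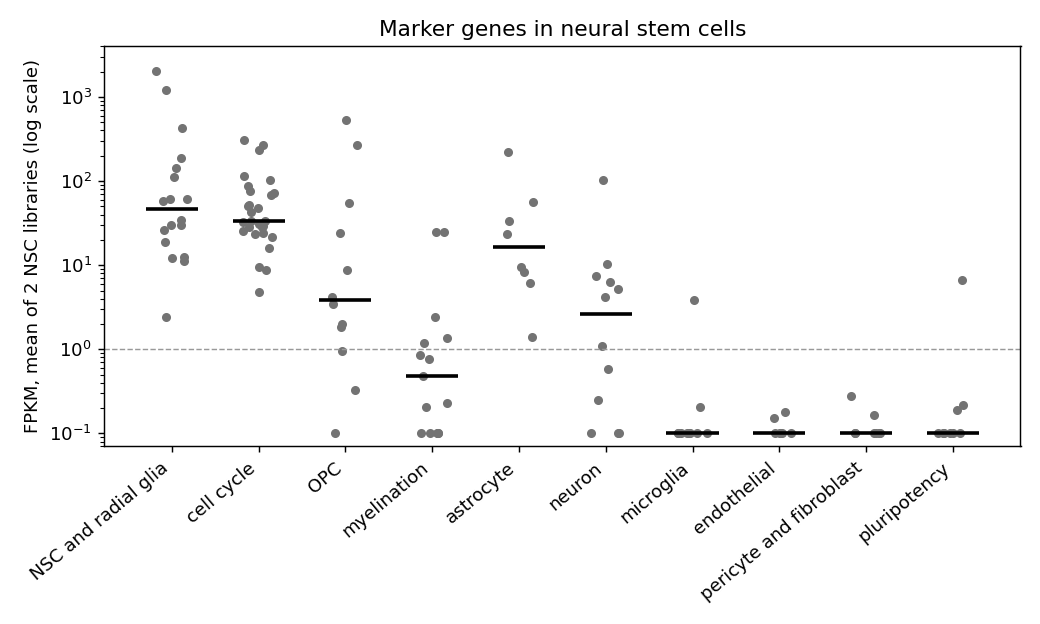
FPKM of marker genes in NSCs, on a log scale. Each point is the mean of 2 libraries for 1 gene, grouped on the horizontal axis by list, the black bars are the list medians and the dashed line is FPKM 1. The medians are 46.1 for NSC and radial glia genes and 0.1 for microglia, endothelial, pericyte and pluripotency genes.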

In total, ~1.2 billion 101-bp paired-end reads were collected from nine cell types and from samples of the whole cortex (average ~63 million reads/sample) (Fig 1A). We performed *ab initio* transcript assembly and detected expression of 5040 (5107, including the whole cortex samples) multi-exonic lncRNAs from 4059 loci in these brain cell types. There are 1717 novel lncRNA loci compared to the IncRNA genes annotated by GENCODE (M3 version) and RefSeq. *Ab initio* transcriptome reconstruction using cortex samples alone (at the same sequencing depth) recovered only 3032 lncRNAs (from 2519 loci), among which 1080 loci are novel compared to GENCODE and RefSeq. Most lncRNAs not detected in cortex samples were expressed at lower levels in respective cell types (Fig 1B and 1C), indicating the limitation of the data obtained from tissues and highlighting the importance of cell-type specific transcriptome profiling for lncRNA identification. Using a previously proposed index [21], we evaluated the cell specificity of the expression patterns of lncRNAs, as well as that of protein-coding genes. Consistent with previous observations, the lncRNA genes showed more cell-type specific expression patterns than protein-coding genes (Fig 1D).

**Fig 1:**
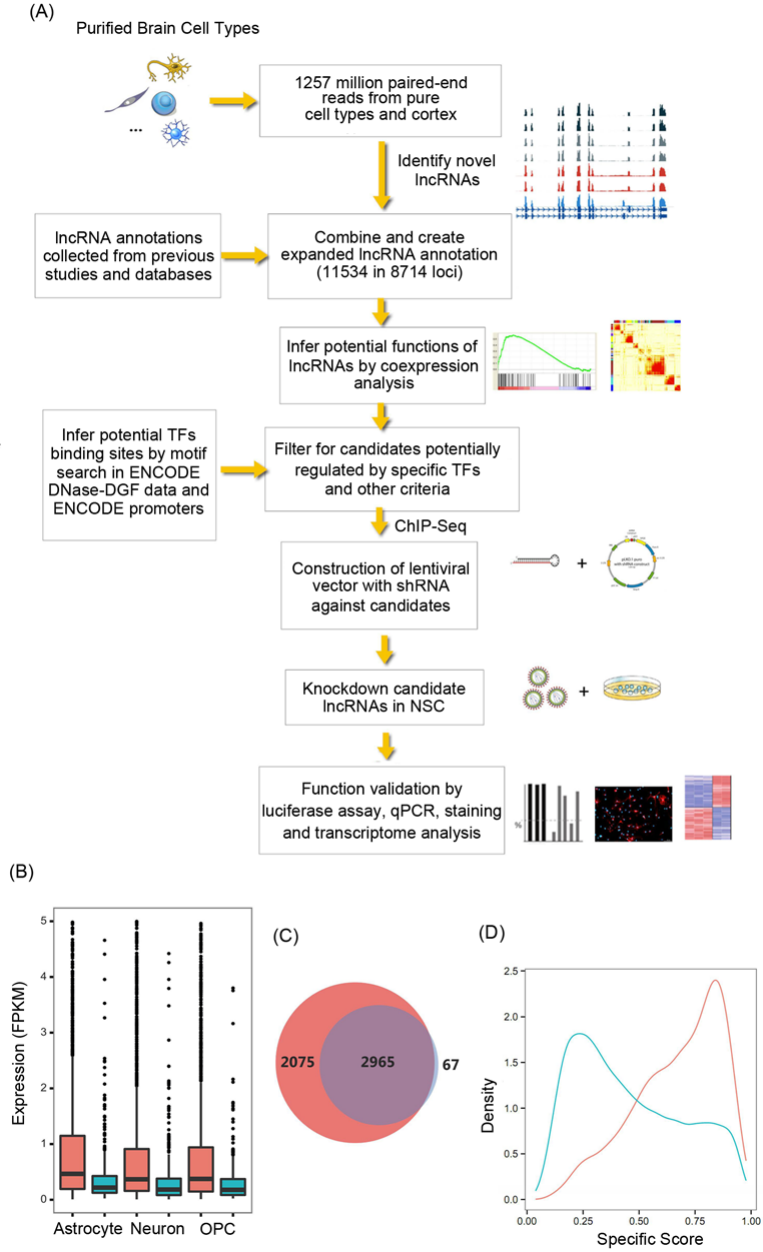
Overview of study diagram and evaluation of lncRNA expression. (A) Schematic of the data integration and experiment validation. (B) Box plots illustrate expression level distributions of lncRNAs detected in Astrocytes, Neurons, and OPC cells (Red: lncRNAs that are also detected in cortex tissue samples; Blue: lncRNAs that are not detected in cortex tissue samples. Any lncRNAs with expression level of FPKM > 5 were excluded to allow the plot to be presented at a suitable scale. (C) Venn diagram shows lncRNAs detected in purified cell samples (red) or tissue samples (blue). (D) Cell-type specificity of the expression patterns of lncRNAs. Shown are the distributions (represented as a density curve) of specificity scores calculated for each gene across cell types, for coding genes (blue) and lncRNAs (red). The specificity score was calculated with a previously proposed index, which varies from 0 for housekeeping genes to 1 for cell-type specific genes.

In an effort to obtain a comprehensive lncRNA catalog for downstream analysis, we surveyed available lncRNA annotations in the public domain. Numerous lncRNA annotations were retrieved from databases including lncRNAdb, GENCODE, Ensembl, and UCSC known gene and RefSeq genes. Additionally, we also incorporated lncRNA annotations from several recent transcriptome studies performed using RNA-Seq technology (see Materials and Methods) [3, 4, 10]. Because the definition of a full-length transcript boundary is not always accurate without further experimental evidence, we merged lncRNA transcripts identified from the same loci that were not annotated by GENCODE, or by any other lncRNA databases, into single transcripts. This merging procedure reduced the apparent total number of lncRNA transcripts, but increased the accuracy of expression level estimation, which is more important for prediction of function [22]. Thus, our final lncRNA annotation includes a total of 11,534 lncRNA transcripts from 8714 loci. Finally, we combined the comprehensive lncRNA annotation with all known UCSC genes (from the iGenome package) and built a non-redundant annotation. We quantified the expression levels of all annotated transcripts across cell types using this combined annotation (S2 Table).

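In NSCs 286 of the 8714 lncRNAs (3.28%) were above FPKM 1 in both libraries, compared with 11083 of 23257 known genes (47.7%). The median FPKM was 0.1 for lncRNAs and 0.695 for known genes. With ties split evenly, a lncRNA drawn at random lay below a known gene drawn at random with a probability of 0.773. The separate libraries gave 0.769 each. Many pairs were ties, as 92.8% of lncRNAs and 40.3% of known genes were at 0.1 in both libraries. The lncRNA was therefore strictly lower in a smaller share of pairs than these probabilities. Of 20 lncRNAs of Fig 2A, which are expressed in brain, 8 were above FPKM 1 and 9 were at 0.1 in both libraries. Malat1, a nuclear lncRNA on chromosome 19 of GRCm38 from 5795690 to 5802672, was the highest of them, with 341 in replicate 1 and 210 in replicate 2. Pou3f3os had an FPKM of 28.8 ± 4.70 (SD, n = 2), Tug1 27.7 ± 0.215, Six3os1 13.4 ± 0.149, 5430416N02Rik 11.0 ± 1.53, Miat 8.52 ± 0.163, Neat1, which builds nuclear paraspeckles, 6.78 ± 0.440, and Sox2ot, whose locus contains Sox2, 4.31 ± 0.328. Meg3 had 0.124 ± 0.0190, and Rian and Mirg, from the same imprinted region, were at 0.1, as were Rmst, Dlx1as, Dlx6os1, Dio3os and Lhx1os.
The lncRNA with the highest FPKM was an unnamed locus on the minus strand of chromosome 10 from 128547852 to 128551743, with 1529 ± 166, a value identical in both libraries to that of Rpl41, a ribosomal protein gene inside this locus on the same strand. Gm28037, second with 575 ± 34.6, carried the sum of the values of Rpl24 and Zbtb11, at whose locus on chromosome 16 it lies. Of the 570 lncRNAs above 0.1 in both libraries, 516 (90.5%) had the value of a known gene, equal to at least 5 decimals in both libraries, and 12 more had the sum of 2 to 4 known genes at their locus. Counting lncRNAs above 0.1 in either library, the known gene with the same value had the same symbol for 342 and another for 226. It was protein coding in GENCODE M21 for 90. A counterpart among the known genes, by symbol, by another name in RefSeq or by an exon on the same strand, was found for 1693 lncRNAs, of which 509 (30.1%) were above 0.1 in both libraries. Of the 7021 lncRNAs without a counterpart 61 (0.869%) were, and 51 of these had the value of a known gene all the same. Of the 7021, 5599 could be placed in the genome, and 7 of these were above 0.1 in both libraries. For the rest an exon overlap could not be checked. Compared with known genes, the lncRNAs with a counterpart alone gave a probability of 0.683 of lying below and 15.2% with a mean above FPKM 1 (3.40% of all lncRNAs), a comparison chosen after seeing the data. Leaving out every lncRNA with the value of a single known gene left 41 above FPKM 1, a choice made after seeing the data. The 54 left above 0.1 still held the 12 with a sum of known genes. Another 30 of the 54 overlapped an exon of a known gene on their strand. S2 Table was held only as the first 1999 of the 8714 rows, and all 1999 had the same NSC values as the deposited table within 1%.

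**Figure D2:**
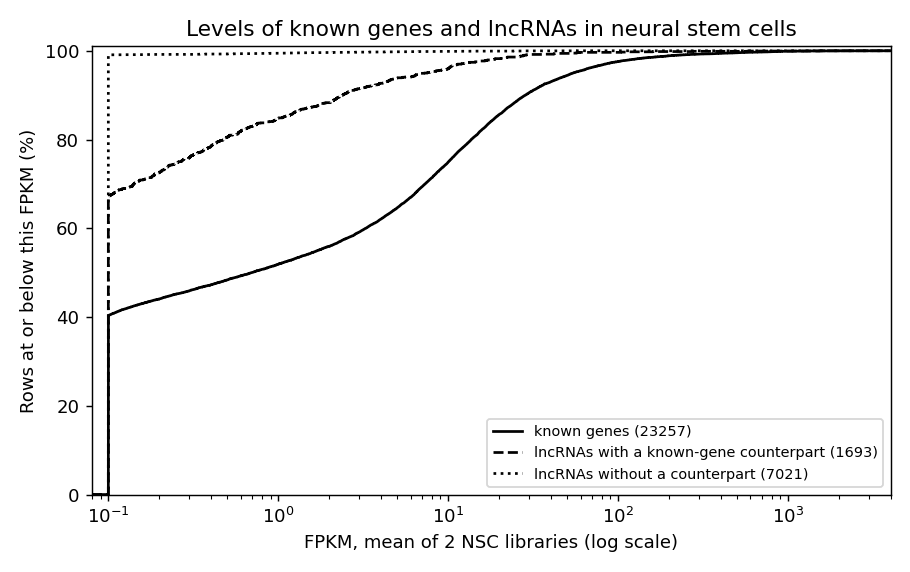
Percent of rows at or below each FPKM in NSCs, the mean of 2 libraries on a log scale. The solid line shows 23257 known genes, the dashed line 1693 lncRNAs with a counterpart among the known genes and the dotted line 7021 lncRNAs without one, of which 0.869% were above 0.1 in both libraries.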

### Predicting potential functions of lncRNAs differentially expressed in brain cell types

Recent efforts in lncRNA functional prediction using publicly available microarray or RNA-Seq data from tissue samples are limited due to the data source [4, 23–25]. In order to infer the potential functions of lncRNAs involved in CNS development, we adopted a previously proposed ‘guilt-by-association’ approach [4]. We used RNA-Seq profiles from fifteen types of samples (eight brain cell types and Mouse ENCODE RNA-Seq data of seven non-brain tissues including thymus, testis, kidney, liver, lung, spleen, and heart (GEO accession GSE36025)). The protein-coding genes were ranked by the Pearson correlation of their expression profile with that of a particular lncRNA. The ranked list of these protein-coding genes was then used for Gene Set Enrichment Analysis (GSEA) to identify significantly enriched gene sets. This procedure was performed for all lncRNAs against gene sets generated from Gene Ontology (GO) functional terms, canonical pathways, and expert-curated gene sets [26]. We then created an association matrix between functional terms and lncRNAs (S3 Table). Only enriched gene sets, with false discovery rates (FDR) < 0.25 (as recommended in the GSEA manual), were used for matrix creation. To validate the reliability of predicted functions, we examined *lnc-OPC* and lncRNAs that are known to be expressed in brain and have known functions in the literature [16] (Fig 2A). The predicted functions of these lncRNAs matched those in the literature well, and revealed additional associated functions. For example, lncRNA *Malat1* (metastasis-associated lung adenocarcinoma transcript 1) is a highly abundant nucleus-restricted RNA that localizes to nuclear speckles and was suggested to coordinate the RNA polymerase II transcription, pre-mRNA splicing, and mRNA export [27]. Recent studies have also shown that *Malat1* is involved in cell-cycle progression and that it enhances cellular proliferation [28]. Consistent with that result, our functional prediction for *Malat1* is closely associated with terms such as ‘Pediatric cancer markers’, ‘Establishment of RNA localization’, ‘RNA transport’, ‘Cell division’, ‘Mitotic cell cycle’, and ‘Cell cycle phase’, among others. Interestingly, other functional terms, such as ‘Forebrain development’, ‘Neural tube development’, and ‘Brain development’ were also significantly associated with *Malat1*. Furthermore, we selected a recently characterized functional lncRNA, *Tuna* (also named *Tunar*), as an example to illustrate the importance of using cell-type specific data for function prediction. The lncRNA *Tuna* is evolutionarily conserved and displays CNS-specific expression patterns [13]. Loss-of-function experiments have revealed that *Tuna* is required for neuronal differentiation, and depletion of *Tuna* in zebrafish greatly impaired locomotor functions. The authors thus concluded that depletion of *Tuna* impairs CNS function, probably due to neuronal defects. Consistent with this observation, in our analysis, gene sets such as ‘neuron markers’, ‘synapse’, ‘transmission of nerve impulse’, and ‘neuron projection’ are among the most highly enriched terms for *Tuna*. Intriguingly, the gene set ‘oligodendrocyte markers’ is also highly enriched. We then checked the expression level of *Tuna* across all brain cell types and found that the expression of *Tuna* in newly formed oligodendrocytes is comparable to that in neurons (NFO: FPKM = 5.78; Neuron: FPKM = 3.77) (Fig 2B). Thus, *Tuna* might also have a functional role in oligodendrocytes, which could be one reason that inhibiting *Tuna* causes impaired locomotor function. Such observations could not be made if cell-type specific transcriptomic data were not available.

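In NSCs Tunar was at an FPKM of 0.1, the lowest value of the files, in both libraries (n = 2). It lies on chromosome 12 of GRCm38 from 105333870 to 105383932 on the plus strand and is among both the lncRNAs and the known genes. Neurod1, a transcription factor gene of differentiating neurons, was at 0.253 ± 0.0715 (SD, n = 2). The neuron genes Snap25, Eno2, Tubb3 and Syn1 had FPKM of 10.5 ± 0.631, 7.50 ± 0.0735, 6.37 ± 0.339 and 5.20 ± 0.0887. The value of Tunar does not separate a level just under 0.1 from no expression, since the number of reads behind it is unknown.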

**Fig 2:**
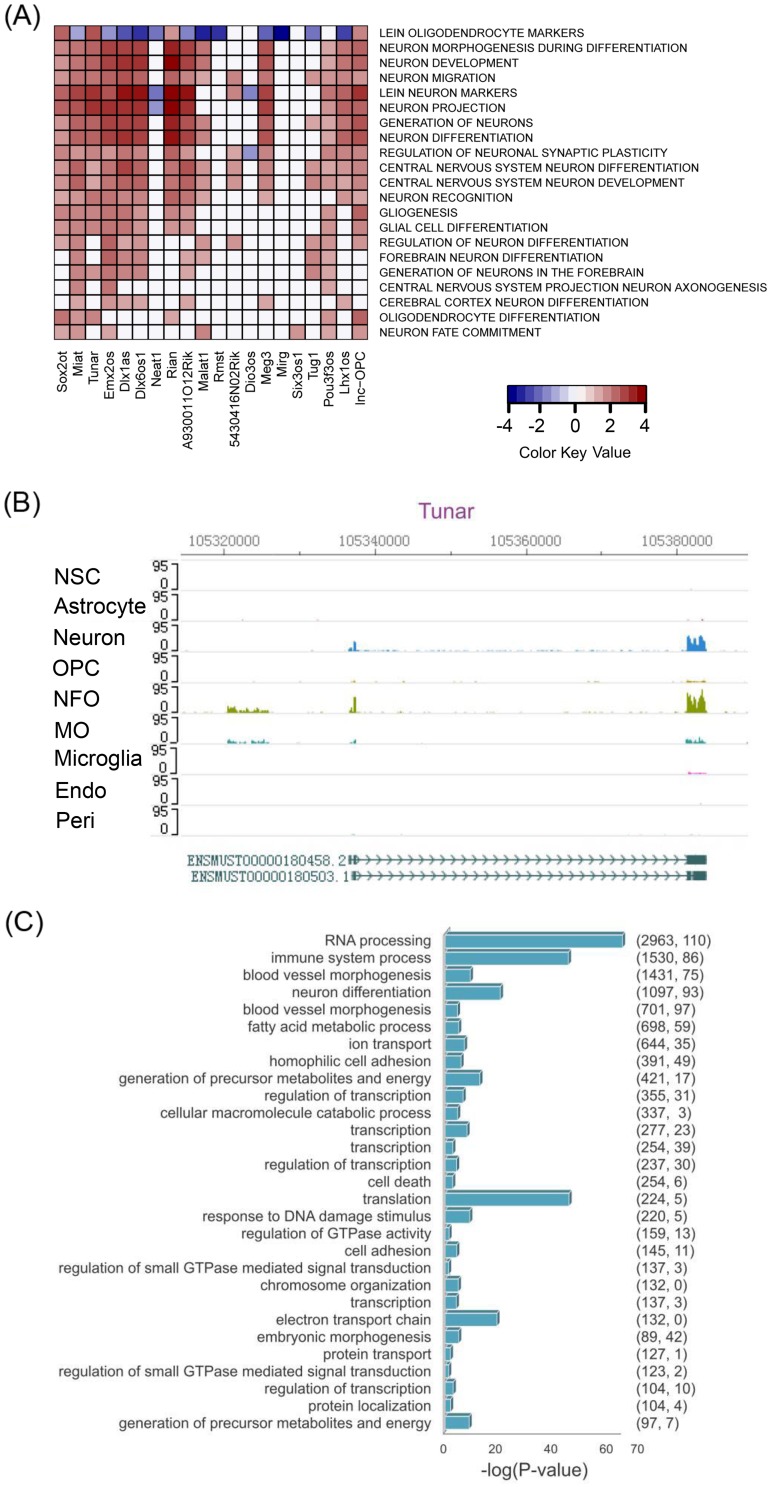
Predicting putative functions of lncRNAs. (A) Shown is a heatmap representing an association matrix of lncRNAs and functional terms. Columns represent lnc-OPC and lncRNAs that are known to be expressed in brain and have known functions in the literature. Rows represent selected gene ontology terms and MsigDB gene sets. Color depth represents NES (normalized enrichment score) calculated by GSEA, indicating the strength of association. (B) RNA-Seq signal tracks for lncRNA *Tunar* across cell types are shown. All tracks are set to the same scale for easy comparison of expression levels. (C) GO enrichment analysis of co-expression modules identified by WGCNA. Only the most significant GO Biological Process terms are displayed for modules with > 100 members.

We also performed weighted gene co-expression network analysis (WGCNA) and constructed co-expression networks comprised of both protein-coding and lncRNA genes using cell-type specific RNA-Seq data (S1 Fig). We identified 32 co-expression modules. For 29 co-expression modules that have >100 members, we performed functional term enrichment analysis using the DAVID bioinformatics tools (Figs 2C and S2 Fig; S4 and S5 Tables). Interestingly, three modules were associated with Alzheimer’s disease, Huntington’s disease and Parkinson’s disease. A close look at these modules revealed that they are all enriched for mitochondrion-related functional terms. Consistently, a number of studies have suggested that mitochondria could play a critical role in neurodegenerative diseases [29, 30]. This raises the possibility that the 24 lncRNAs found in these modules may have potential roles in regulating mitochondrial gene expression and may be related to neurodegenerative diseases.

### lncRNAs are actively regulated by TFs during CNS development

The lower expression levels of lncRNAs relative to their protein-coding counterparts raised the question of whether lncRNAs are actively regulated, or whether their expression is merely transcriptional noise [31]. To address questions as to the involvement of lncRNAs in CNS development and to facilitate functional tests of these possible roles, we analyzed the binding status of transcription factor binding sites across the whole genome. In eukaryotes, transcription is regulated in a cell-type and condition-specific manner through the association of transcription factors with the chromatin. The dynamics of chromatin accessibility in the regulatory regions of lncRNAs during developmental processes can be used as a further indicator of active regulation. We used genome-wide maps of *in vivo* DNase I footprints data retrieved from ENCODE to assess the dynamics of transcription factor binding in the proximal regulatory regions of lncRNAs and protein-coding genes. DNase I hypersensitivity mapping and genomic footprinting have been used extensively to delineate *cis*-regulatory DNA and TF binding at nucleotide resolution in various model organisms [32, 33]. Global mapping of TF footprints provides a powerful tool for assessing the interactions of hundreds of TFs with chromatin in a single experiment. To assess the dynamics of TFs during CNS development, we analyzed genomic DNase-DGF data from ESC and three other available ENCODE datasets related to CNS development (Whole Brain E14.5 [WBE14], Whole Brain adult 8 weeks [WB8wks], and Retina Newborn 1 Day [Retina1D]). In brief, we scanned the whole mouse genome for TF-binding sites using well-annotated TF-binding motifs collected from databases and the literature, then inferred their binding status from their specific DNase I cleavage profiles using a Bayesian method named CENTIPEDE [34]. Only TF-binding sites with a posterior probability of >0.99 were considered to be actively bound by TFs (S3 Fig).

Genes under complex transcriptional regulation have been suggested to be subject to a larger ‘control set’ of *cis*-regulatory modules (defined as a stretch of DNA in which a number of TFs can bind and regulate expression of nearby genes) than are genes responsive to only a few regulatory signals [35]. Using the size of *cis*-regulatory modules as an indicator, we set out to test whether lncRNAs are under the control of TFs during CNS development. To this end, we calculated the number of base pairs that are bound in the promoter regions (defined as 2 kb upstream and 1 kb downstream of the TSS) of TFs, non-TF protein-coding genes, lncRNAs, and randomly selected intergenic regions across the DNase-DGF datasets. The results of this analysis showed that, in general, TFs have larger *cis*-regulatory modules than do other categories of genes, an observation that is consistent with their role as master regulators. Importantly, we also found that lncRNA promoter regions were actively bound by transcription factors more frequently than random intergenic regions (Fig 3A). Most lncRNA genes have a smaller *cis*-regulatory module than non-TF protein-coding genes and TF genes; however, there are lncRNA genes that are part of a comparable, or even larger, *cis*-regulatory module than are protein-coding genes, suggesting a finer degree of control of their expression by TFs.

**Fig 3:**
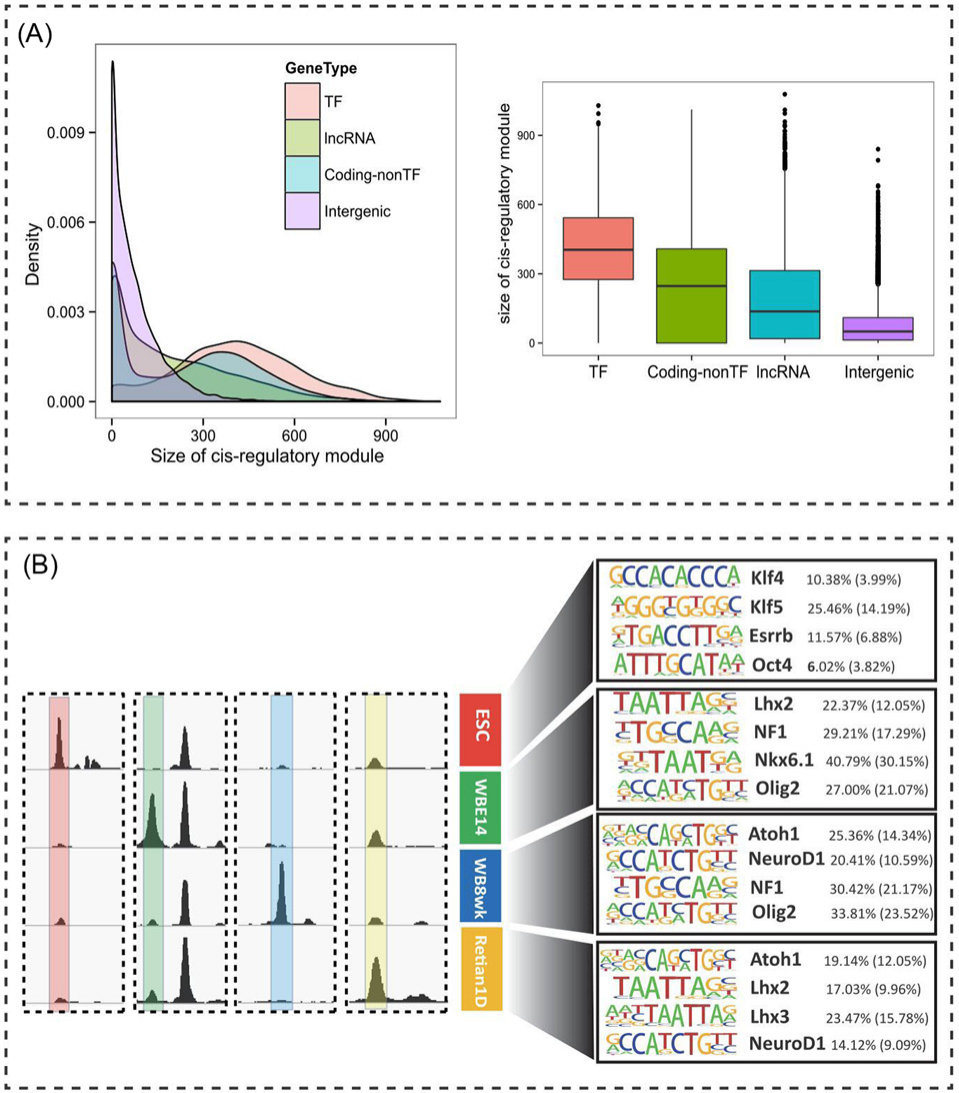
Developmental regulation of lncRNA expression by TFs. (A) (Left) The distribution of *cis*-regulatory module size in promoter regions (2 kb upstream and 1 kb downstream of TSS) of TF genes, lncRNAs, coding non-TF genes, and random intergenic regions. (Right) The distribution is illustrated with box plots. (B) (Left) Representative examples of dynamic DHSs enriched in ESC and three other available ENCODE datasets related to CNS development. (Right) Sequence motifs associated with dynamic DHSs enriched in each dataset. Top enriched representative TF motifs from *de novo* motif analysis are shown. The proportion of *cis*-regulatory sequences within dynamic DHS regions containing at least one instance of each motif is shown to the right of the motif, which is significantly enriched compared to the expected random background frequency of the motif (shown in parentheses).

To analyze the regulatory DNA dynamics of lncRNAs, we analyzed the DNase-DGF experiment data to identify dynamic DNase I hypersensitive sites (△DHSs) at which TFs can potentially bind across the four datasets (Fig 3B, left). A large number (13,369) of △DHSs (defined as enriched more than three fold in one sample) were found to reside in proximity to lncRNA genes (within 10 kb of the TSS). There are 6157 lncRNAs that contain at least one △DHS proximal to their TSS. To examine whether the △DHSs can reflect specific TF binding in a developmental context, we first analyzed △DHSs that are specifically activated in ESC compared to three other available ENCODE datasets related to CNS development. We performed enrichment analysis of TF recognition sequences within ESC-activated △DHSs. This analysis yielded several well-known key transcription factors associated with embryonic development and pluripotency, such as KLF4/5, OCT4, SOX2, MYC, and ESRRB, among others (Fig 3B, right). This observation is consistent with previous reports showing that many lncRNAs are targets of key pluripotent transcription factors [4, 14]. We then performed enrichment analysis for TF recognition sequences in WBE14-, WB8wks-, and Retina1D-activated △DHSs in proximity to lncRNAs. Similarly, many TFs associated with CNS development were enriched, as we expected. For example, NF1, LHX2/3, NKX6.1, ISL1, and a number of basic-helix-loop-helix (bHLH) TFs, including ATOH1, OLIG2, and NEUROD1, were among the top enriched TFs (Fig 3B, right).

Taken together, our results indicate that the expression of a substantial portion of lncRNAs is under elaborate and dynamic control by TFs during CNS development, which suggests that lncRNAs do not represent mere transcriptional noise, but may indeed play various functional roles. The information regarding TF binding can also be used as a criterion for screening lncRNA candidates for experimental validation.

### Global identification of lncRNAs regulated during OPC formation

OPCs are distributed throughout the CNS and play the crucial role of differentiating into oligodendrocytes that ensheath axons with myelin during CNS development and remyelinate axons after damage [36]. Abnormal development or maintenance of myelin sheaths can impair efficient propagation of action potentials along axons, and lead to disorders such as multiple sclerosis (MS) and leukodystrophies [37, 38]. Previous studies in animal models showed that transplanted OPCs, but not mature oligodendrocytes, can myelinate; hence, OPCs can serve as a promising cell source for transplantation therapies in demyelinating diseases [36]. Thus, understanding the sophisticated molecular mechanisms of OPC fate determination is critical for harnessing OPCs for cell-based therapies.

We thus set out to identify lncRNAs that could be essential for OPC fate determination. To this end, we analyzed RNA-Seq data from NSCs and OPCs. 

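Most lncRNAs that the paper lists in S6 Table as higher in OPCs than in NSCs were at the lowest value of the NSC files, most of these being lncRNAs without a counterpart among the known genes, nearly all of which are at this value in the files. Of 254, 220 (86.6%) were at an FPKM of 0.1 in both NSC libraries, 34 had a mean above 0.1 and 12 a mean above FPKM 1. The highest was 2810468N07Rik on chromosome 17 of GRCm38 from 25570358 to 25575043, an antisense gene in GENCODE, with 18.7 ± 2.05 (SD, n = 2). It was followed by 6330403K07Rik on chromosome 11 from 71031941 to 71033513 with 11.2 ± 0.495, AI854517 with 7.22 ± 0.949, 1810010H24Rik with 3.64 ± 0.0521 and RP23-460F21.1 with 2.77 ± 0.0157. GENCODE M21 calls 6330403K07Rik and 1810010H24Rik protein coding. Transcription factor genes of the oligodendrocyte lineage differed widely in the same cells: Olig2, on chromosome 16 from 91225457 to 91228677, had 266 ± 6.72, Nkx2-2 4.17 ± 0.740 and Sox10 1.86 ± 0.369. The list of lncRNAs was chosen in the study partly on these libraries, from read counts with DESeq. Its level in NSCs is therefore not independent evidence. Over all 8714 lncRNAs 92.8% were at 0.1 in both libraries, so the list was not lower than lncRNAs at large. Over all lncRNAs, 30.1% with a counterpart and 0.869% without one were above 0.1 in both libraries. Of the 254, 79 had a counterpart, and 32 of these (40.5%) had a mean above 0.1. Of the 175 without one 2 did. All 34 lncRNAs above 0.1 had the value of a known gene.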

Through analysis of differential expression, we identified 4703 (Up-regulated: 2626, Down-regulated: 2077) coding genes and 355 (Up-regulated: 254, Down-regulated: 101) lncRNAs with greater than two fold (FDR < 0.05) changes in expression (Fig 4A). RNA-seq tracks for three example lncRNAs that are enriched in an OPC lineage are shown in Fig 4B. 

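Genes of the cell cycle were all above FPKM 1 in NSCs, and most genes of myelin were below it. All 28 cell cycle genes were above FPKM 1 and 25 above FPKM 10, with a median of 33.4. The G1 cyclin gene Ccnd1 had the highest FPKM, 311 ± 12.2 (SD, n = 2), followed by its kinase gene Cdk4 with 265 ± 13.4 and the replication clamp gene Pcna with 235 ± 16.5, and Tyms, of thymidylate synthesis, the lowest with 4.84 ± 0.234. The median of 15 myelination genes was 0.488, and 5 were above FPKM 1 and 11 above FPKM 0.1. Bcas1 and Cnp stood apart from the rest of that list with 25.1 ± 0.250 and 24.7 ± 0.272. Mbp, of the myelin basic protein, had 1.35 ± 0.189 in NSCs and 271 in OPCs in S1 Table, the paper's value, and Nfasc had 1.20 ± 0.0324 and the paper's 15.7. Mog, Enpp6 and Ermn were at 0.1 in both NSC libraries and Mobp at 0.102 and 0.1, beside the paper's OPC values of 2.4 for Mog, 0.6 for Enpp6 and 7.9 for Mobp. Of 12 OPC genes 9 were above FPKM 1, with a median of 3.81. Olig1 had 526 ± 23.5 and Sox8 54.3 ± 0.145, whereas Pdgfra, the growth factor receptor gene by which OPCs are recognised, had 3.45 ± 0.174 against the paper's 596.2 in OPCs, Cspg4, of the NG2 proteoglycan, had 8.74 ± 0.120 against the paper's 117.4, and Neu4 was at 0.1. The OPC libraries were not analysed here, so these differences carry no test.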

As expected, up-regulated protein-coding genes were significantly enriched for GO terms associated with oligodendrogenesis, such as ‘axon ensheathment’, ‘ensheathment of neurons’, and ‘myelination’, whereas down-regulated genes were enriched for terms associated with cell proliferation, such as ‘cell cycle’ and ‘cell division’.

**Fig 4:**
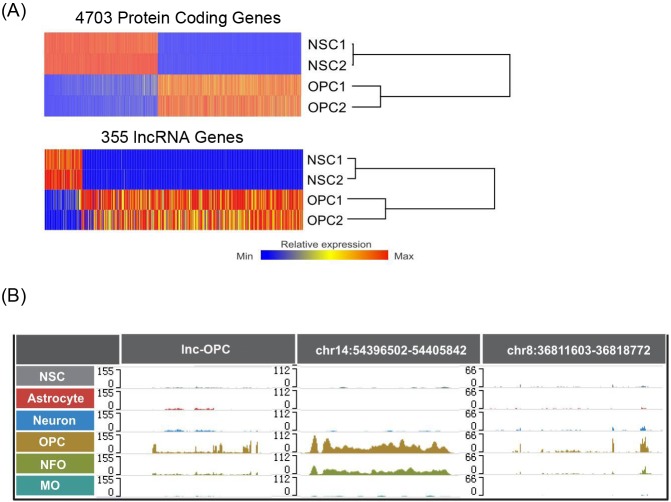
Global identification of lncRNAs regulated during oligodendrogenesis. (A) Heatmap depicting protein-coding genes and lncRNAs that are significantly differentially expressed (Fold change > 2 and FDR < 0.05) between NSCs and OPCs. Two biological replicates are represented in the plot. (B) Example RNA-Seq tracks for three lncRNAs that are enriched in the OPC lineage.

Recent studies have identified non-coding RNAs that are directly regulated by key transcription factors with determinative roles in cellular differentiation [4, 14]. Based on these observations and our TF binding analysis described above, we investigated whether the differentially expressed lncRNAs are controlled by transcription factors known to play a critical role in oligodendrogenesis. During development, the bHLH TF OLIG2 is both necessary, and in some contexts, sufficient for OPC generation [39–41]. A number of studies have suggested that OLIG2 can interact with multiple TFs to provide positional cues and thus locally regulate OPC specification [42, 43]. ASCL1 (also known as Mash1) is another bHLH TF that plays an important role in OPC specification and promotes oligodendrogenesis in brain [44]. Other TFs belonging to the Homeobox and Sox family, including NKX2.2 and SOX10, also participate in oligodendrogenesis [41, 45].

We examined whether the lncRNAs that are up-regulated during oligodendrogenesis could possibly be controlled by known oligodendrogenic TFs, particularly OLIG2 and ASCL1. To this end, we analyzed previously identified genome-wide binding site locations of OLIG2 and ASCL1 in DNAse-DGF data (S6 Table). Binding sites for OLIG2 were found in proximity (within 10 kb of the TSS) to 88 (34%) of 254 lncRNAs that are up-regulated during oligodendrogenesis. Also, binding sites for ASCL1 were found close to the TSS of 111 (43%) up-regulated lncRNAs. Similarly, up-regulated protein-coding genes were enriched for OLIG2 (917 (35%)) and ASCL1 binding motifs (1246 (47%)). The enrichment of OLIG2- and ASCL1-binding sites is statistically significant, as determined by permutation analysis (p-value < 0.01, using randomly selected genes as control).

In addition to DNase-DGF analysis, we also performed a separate analysis to search for TF motifs in promoter regions annotated by the Mouse ENCODE project [46, 47]. OLIG2-binding motifs within ENCODE promoters were found in the upstream regulatory regions of 125 (49%) out of 254 lncRNAs that are up-regulated during the formation OPCs from NSCs. ASCL1-binding motifs inside ENCODE promoters were found in the upstream regulatory regions of 139 (63%) out of 254 lncRNAs (S6 Table). A correlation analysis was carried out to identify any correlations between the expression of TFs with binding motifs within ENCODE promoter regions upstream of the lncRNAs and the target lncRNAs. A heatmap representing the correlations between the expression of lncRNAs and TFs is included in S4 Fig.

### Loss-of-function tests reveal the functions of lncRNAs essential for OPC cell fate determination

Several criteria were applied to select prospective candidate lncRNAs for testing potential roles in OPC fate determination. First, the candidates had to be up-regulated in OPCs compared to NSCs, and substantially expressed in OPCs (e.g., FPKM > 3 in OPC). Second, lncRNAs had to be specifically enriched in OPCs among the cell types studied. Third, there had to be evidence of OLIG2 binding in the proximal regions of the lncRNA genes. These criteria narrowed our focus to specific candidates for further analysis.

Subsequently, we performed qPCR validation and loss-of-function shRNA knockdown experiments for these candidates to investigate their possible roles in OPC fate determination. Finally, we focused on *lnc-OPC*, because it was among the most enriched lncRNAs in OPCs, according to RNA-Seq data. 

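In both NSC libraries lnc-OPC was at an FPKM of 0.1, the lowest value of the files (n = 2). The paper's values for OPCs in S2 Table are 15.44 and 14.54, and the highest value of any library of the 7 other cell types there is 0.212, in ESCs. The gene 5330416C01Rik, which by the legend of S2 Table did not yet include lnc-OPC in these data, is a row of its own, also at 0.1 in both NSC libraries, and has the paper's values of 11.3 and 10.6 in OPCs. In GENCODE M21 this gene is a lincRNA on the minus strand of chromosome 13 of GRCm38 from 97733498 to 97747411; the exons of lnc-OPC itself are not given in the files. S6 Table marks lnc-OPC for an OLIG2 ChIP-Seq peak. Neither lnc-OPC nor 5330416C01Rik has a counterpart among the known genes by name, and 5330416C01Rik has none by place. For lnc-OPC an overlap by place could not be checked. LncRNAs for which no counterpart was found were nearly all at 0.1 in NSCs. From the higher expression in OPCs than in NSCs, the enrichment in OPCs among the cell types and the OLIG2 binding nearby, the paper reasons that lnc-OPC is a candidate for a role in OPC fate determination.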

Interestingly, two predicted non-coding transcripts (XR_873836.1 and XR_873835.1, part of RIKEN cDNA *5330416C01Rik* gene) were documented independently in the NCBI Reference Sequence after we had identified *lnc-OPC de novo*, which supported our analysis result (Fig 5A). As predicted by our motif search, there are OLIG2 binding sites in the upstream regulatory region of *lnc-OPC* and one is located within an ENCODE promoter. In order to test the *in silico* prediction, we performed OLIG2 ChIP-Seq and found one binding peak overlapping with these predicted motifs (Fig 5A and S7 Table). Moreover, we performed OLIG2 ChIP-qPCR using NSC cell lysates. Significant enrichment over genomic input DNA and IgG control were detected by both pairs of primers in OLIG2 ChIP samples, which indicated OLIG2 binding in the upstream regulatory region of *lnc-OPC* (Fig 5B and 5C). During CNS development, OLIG2 plays an important role in maintaining NSCs and the lineage specification of NSCs into OPCs. The observation that OLIG2 binds to the upstream regulatory region of *lnc-OPC* suggests that OLIG2 might regulate the expression of *lnc-OPC*. We created two constructs (A1 and A2) containing the upstream regulatory region of *lnc-OPC* fused to a luciferase reporter gene, as indicated in Fig 5A. To test whether OLIG2 could regulate the transcription of *lnc-OPC*, 293FT cells were cotransfected with fusion luciferase reporter constructs along with the construct expressing either OLIG2 or GFP (as a control). The expression of OLIG2 significantly inhibited luciferase expression from the fusion reporter constructs by more than 64% compared to the GFP control (by 76.55% for A1 and 64.83% for A2) (Fig 5D). However, no effect on luciferase expression was observed when cotransfecting OLIG2 and empty pGL4.11 vector control. These observations indicated that OLIG2 binds to the upstream regulatory region of *lnc-OPC* and represses the transcription of *lnc-OPC* in NSCs.

**Fig 5:**
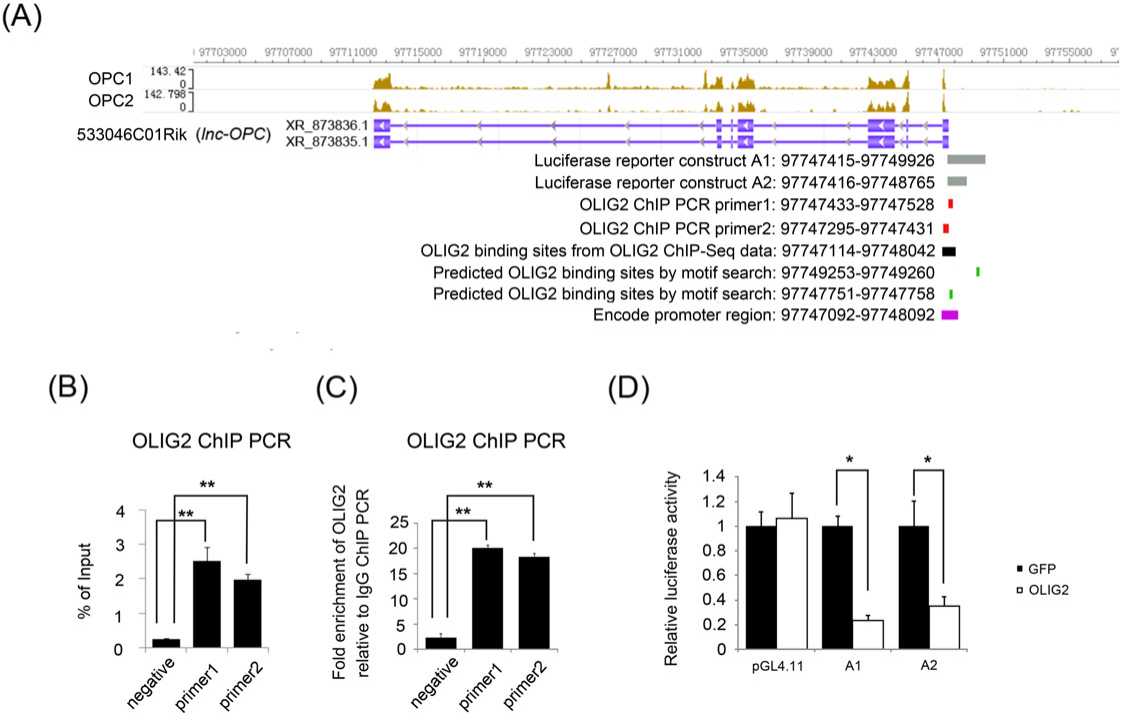
OLIG2 binds to upstream regulatory region of *lnc-OPC* and controls its expression. (A) Read mapping signal tracks of *lnc-OPC*. The upstream regulatory regions of *lnc-OPC* cloned into luciferase reporter constructs are indicated by grey bars. OLIG2 ChIP-qPCR targeted regions are indicated by red bars. OLIG2-binding sites revealed by OLIG2 ChIP-Seq are indicated by black bars. OLIG2-binding sites predicted by motif search are indicated by green bars. The ENCODE-annotated promoter region is indicated by a purple bar. (B, C) Detection of OLIG2-binding sites in the upstream regulatory region of *lnc-OPC* by OLIG2 ChIP-qPCR. Two pairs of primers were used. Enrichment over genomic input DNA and fold changes over IgG control were calculated. Experiments were performed in triplicate and error bars indicate Standard Error. *t*-test analysis ** *p*< 0.01. (D) The effect of OLIG2 on luciferase expression is represented as changes in relative luciferase activity. The 293FT cells were cotransfected with the luciferase reporter plasmids containing different lengths of the *lnc-OPC* regulatory region, along with an OLIG2- or GFP-expressing construct. Empty pGL4.11 vector was used as a control. The luciferase activity of cells cotransfected with GFP and luciferase reporter plasmids were used as controls and set to 1. Luciferase activity for each sample was normalized to GFP-transfected controls. Experiments were performed in triplicate and error bars indicate Standard Error. *t*-test analysis * *p*< 0.05.

qPCR was used to independently monitor changes in the expression of *lnc-OPC* during OPC differentiation from NSCs (Fig 6A). The expression of *lnc-OPC* was elevated gradually and greater than ten fold increase was observed 2 days after NSC differentiation. We designed three lentivirus-based short hairpin RNAs (shRNAs) to target the last exon of *lnc-OPC* and two of them succeeded in knocking down more than 50% of *lnc-OPC* expression in NSC culture (Fig 6B). Subsequently, puromycin-selected NSCs were differentiated to OPCs in culture. Knockdown of *lnc-OPC* resulted in a significant decrease in the expression of OPC markers (MBP, PLP1, CNP) and O4+ (oligodendrocyte surface marker) in cells, as assessed by qPCR and immunostaining experiments (Fig 6C, 6D and 6E). qPCR results indicated that depletion of *lnc-OPC* inhibited MBP, PLP1, and CNP expression by >60% when compared to control cells (Fig 6C). Additionally, O4-positive OPCs were significantly reduced in *lnc-OPC*-depleted cells compared to the control cells (Fig 6D and 6E). To rule out the possibility that the reduction in OPC cell number was due merely to an impaired ability of NSCs to proliferate, we performed a BrdU cell proliferation assay and found that there was no significant influence on NSC proliferation after shRNA knockdown (S5 Fig). To further confirm and examine the effect of *lnc-OPC* depletion at a genome-wide scale, we performed RNA-Seq to evaluate the transcriptome changes caused by *lnc-OPC* knockdown during OPC differentiation from NSC (S6 Fig). DAVID GO functional term enrichment analysis, using genes that are differentially expressed in the *lnc-OPC* knockdown compared to the control, revealed significant enrichment of ‘oligodendrocyte development’, ‘oligodendrocyte differentiation’, ‘glia cell development’, and ‘axon ensheathment’ terms that are associated with oligodendrogenesis (S8 Table).

**Fig 6:**
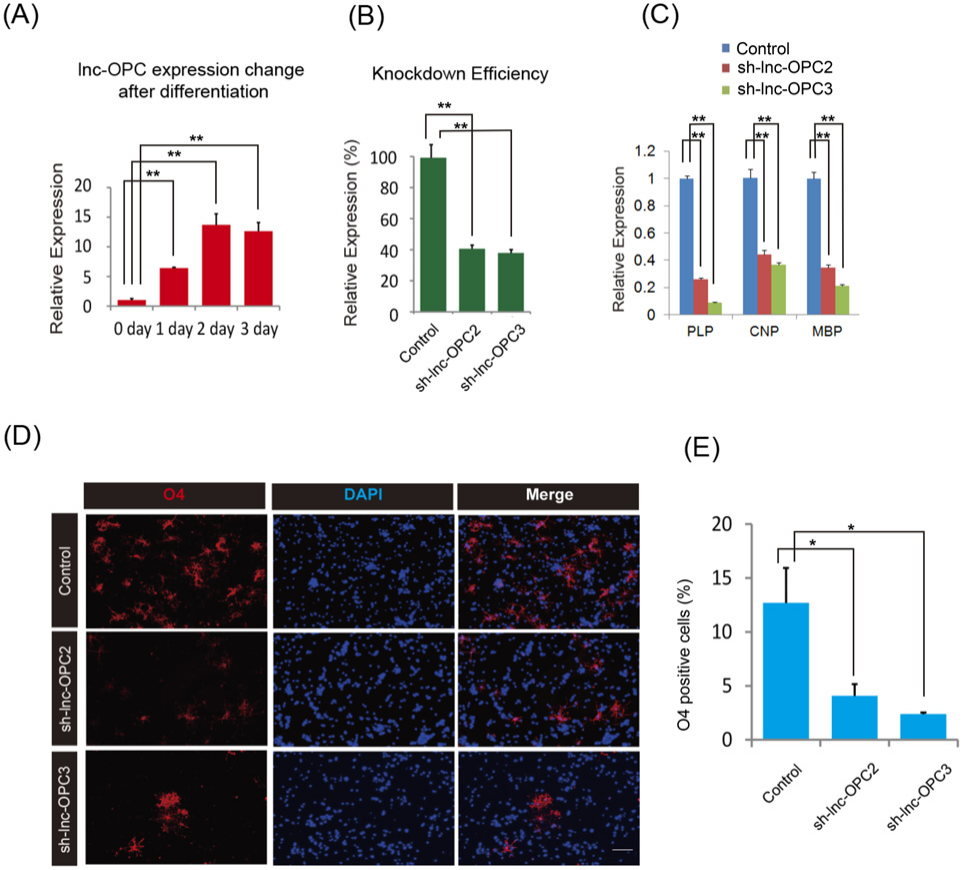
Loss-of-function experimental validation of *lnc-OPC* function in OPC formation. (A) Changes in *lnc-OPC* expression upon differentiation of OPCs from NSCs. *lnc-OPC* expression in NSCs without differentiation was set to 1. The expression of *lnc-OPC* increased upon differentiation of OPCs from NSCs. (B) Efficiency of knockdown of *lnc-OPC* expression by shRNAs in puromycin-selected NSCs, as evaluated by qPCR. Two shRNAs, sh-lnc-OPC2 and sh-lnc-OPC3, succeeded in knocking down *lnc-OPC* expression when compared to control (sh-Luc). *lnc-OPC* expression in control was set to 100%. (C) Expression of OPC markers in control (sh-Luc) and *lnc-OPC*-depleted cultures (two constructs were used: sh-lnc-OPC2 and sh-lnc-OPC3) upon differentiation of OPCs from NSCs. The expression of OPC markers in controls were set to 1. Knockdown of *lnc-OPC* reduced the expression of PLP, CNP, and MBP. For A-C, experiments were performed in triplicate and error bars indicate Standard Error. *t*-test analysis ** *p*< 0.01. (D) Immunostaining analysis of OPC formation in control (sh-Luc) and *lnc-OPC*-depleted cultures (two constructs were used: sh-lnc-OPC2 and sh-lnc-OPC3). Images were taken after differentiation for 5 days. Blue: DAPI, Red: O4. Scale bar, 100 μm. (E) Quantification of OPC differentiation from puromycin-selected NSCs was measured as the percentage of O4+ cells. Results are from three independent experiments and 10 randomly selected microscopy fields were counted each time. *t*-test analysis * *p*< 0.05.

Collectively, our experimental and computational analysis suggests an essential role of *lnc-OPC* in oligodendrogenesis.

## Discussion

The central nervous system is comprised of an intensively diverse array of cell types, which complicates the task of identifying cell-type specific transcripts and limits the utility of data obtained from tissue samples. A large number of lncRNAs are reported as expressed in the mouse brain [8, 10]; however, the lncRNA catalogs created using tissue or organ samples have not been comprehensive [10]. Thus, gene expression dynamics occurring in rare cell types may go undetected during analysis of these kinds of samples. Hence, direct reconstruction and measurement of the transcriptomes of specific cell types is crucial to understanding the gene dynamics that underlie cellular phenotypes. This is particularly true for measuring the expression profiles of lncRNAs that are considerably more cell-type specific than are protein-coding genes [2, 3, 15]. Our RNA-Seq data for highly purified cell types from mouse brain represent the first lncRNA expression database for collective populations of glia and neurons. Because we have been able to identify many multi-exonic lncRNAs that were not annotated previously, our study highlights the importance of using cell-type specific data for lncRNA identification and functional characterization.

The field of lncRNA functional studies is still in its early stage. Because lncRNAs are less evolutionarily conserved than protein-coding genes, analysis of their sequence conservation alone lacks the power to assess the biological significance of lncRNAs [48, 49]. To date, the functional roles of most of the characterized lncRNAs were first inferred by transcriptional profiling and co-expression analyses of lncRNAs and protein-coding genes. We havepredicted potential functions of lncRNAs using our brain cell-type specific RNA-Seq data and non-brain RNA-Seq datasets in order to prioritize candidates for functional tests. The predicted functions of those documented lncRNAs from the CNS matched well with, but were not restricted to, their functions previously described in the literature, which suggests that lncRNAs may be involved in different biological functions in different cell types. Nevertheless, association alone cannot distinguish whether the change in expression is the cause or the consequence of differences in cellular state [13]. For example, aside from known functions in the literature, the functional terms ‘Neural tube development’ and ‘Brain development’ were also predicted to be significantly associated with *Malat1*; however, recent studies have shown that *Malat1* is dispensable for CNS development [50, 51], indicating that functional predictions arising from by ‘guilt-by-association’ must be received with caution, and experimental validation is necessary. To select potential candidates for functional validation, other genomic information such as specific TFs binding is useful.

We analyzed the DNase I digital footprint datasets related to CNS development from the ENCODE project to test whether lncRNAs are under active regulation by transcription factors during CNS development. Using the size of *cis*-regulatory modules that are bound by TFs within the promoter regions as an indicator, we showed that a portion of lncRNAs have larger *cis*-regulatory modules than do random intergenic regions or even some TFs. Furthermore, a large number of lncRNAs were associated with △DHSs across the four ENCODE datasets studied. Neighboring △DHSs activated in different developmental contexts are enriched for specific TF sequence motifs that are known to be associated with the respective cellular functions. Taken together, the results of these analyses indicate that lncRNAs are dynamically controlled by TFs that specify CNS development.

Investigating the molecular mechanisms underlying OPC formation is critical in understanding oligodendrocyte cell fate determination and for harnessing OPCs for cell-based therapies in regenerative medicine. Although many protein-coding and microRNA genes have been shown to play a critical role in oligodendrogenesis, functional characterization of lncRNAs during OPC fate determination has not been carried out systematically. A previous study employing a custom-designed microarray also showed that a number of known lncRNAs exhibit dynamic expression patterns during oligodendrocyte lineage specification, suggesting that they may play a role in neural stem cell fate decisions and oligodendrocyte lineage maturation [6]. However, incomplete annotation of lncRNAs hindered interrogation of novel lncRNAs and thus conclusions regarding functional significance were limited. Our study identified hundreds of lncRNAs that are regulated during NSC-to-OPC differentiation, and a substantial fraction of them are under the control of key TFs associated with oligodendrogenesis. Combining the TF binding site information, differential expression analysis, and enrichment analysis, lncRNAs that are highly enriched in OPC were identified as potential candidates involved in OPC fate determination. Depletion of the most enriched lncRNA in OPC, *lnc-OPC*, resulted in reduced OPC formation, suggesting that *lnc-OPC* plays an essential role in the circuitry that controls oligodendrogenesis. Intriguingly, ChIP-Seq and luciferase assay results suggested that OLIG2 binds to the upstream regulatory region of *lnc-OPC* and represses the transcription of *lnc-OPC* in NSC. Further studies will be necessary to elucidate the molecular mechanism through which the repression of *lnc-OPC* transcription is released during the formation of OPC from NSC and how *lnc-OPC* acts to modulate oligodendrogenesis. Previous studies have indicated that lncRNAs can serve as modular scaffolds for chromatin modifying complexes that modulate the epigenetic landscape during cell fate determination [14, 52]. Such a mechanism could operate in *lnc-OPC* function. Although the focus of our study is on the lncRNAs that are up-regulated in OPC compared to NSC, the possibility of functional roles for down-regulated lncRNAs is not ruled out. Some of these lncRNAs may function as inhibitors of OPC formation and may help maintain the self-renewal ability of NSCs [12].

Inspecting the multiple alignments of *lnc*-OPC for 60 vertebrate species in the UCSC genome browser revealed remarkable sequence conservation of the *lnc-OPC* loci in placental mammals. These multiple alignments, as well as pairwise alignments, indicate two inserted segments located in the last intron of *lnc-OPC* in the mouse (Fig 7). These two insertions were not found in rat and other placental mammals, suggesting they are mouse-lineage specific and were introduced after the divergence of the lineages leading to mouse and rat. Interestingly, the inserted segments were highly expressed in ESCs. The symmetrical expression patterns of these two segments indicate that they may be repetitive elements. Indeed, we found that two MERVL (mouse endogenous retroviral element) transposable elements (TEs) perfectly matched the RepeatMasker annotation retrieved from the UCSC genome browser.

**Fig 7:**
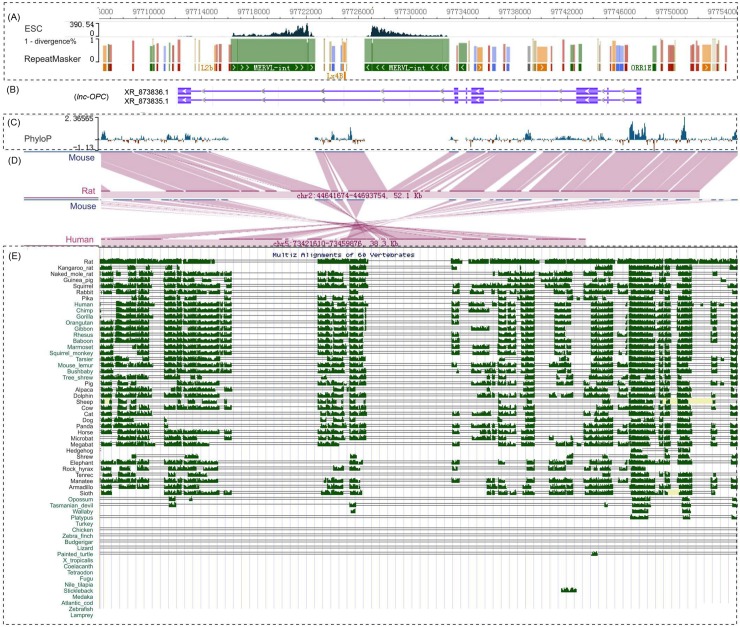
Comparative genomics analysis of *lnc-OPC* revealed its evolutionary history. (A) Signal tracks of the expression of two TEs at the *lnc-OPC* locus in ESCs. RepeatMask annotation (bottom) shows two MERVL located in the last intron of *lnc-OPC*. The height of the bar above the repeat elements corresponds to (1 –%divergence). (B) The structure of *lnc-OPC* is shown. (C) Conservation displayed as Phylip score. (D) Pairwise alignments of mouse-rat and mouse-human *lnc*-OPC. (E) Multiple alignments of conservation of *lnc-OPC* in 60 vertebrates shown in the UCSC browser.

About two out of three lncRNA transcripts cataloged in zebrafish, mouse, and human are estimated to contain at least one TE-derived sequence, whereas these sequences are rarely found in protein-coding genes [53]. TEs have been shown to contribute signals essential for the biogenesis of many lncRNAs by influencing their transcription initiation, splicing, or polyadenylation [53, 54]. In particular, TEs embedded in introns can influence transcription of the host gene, causing upstream transcript polyadenylation, thus promoting the possibility of alternative polyadenylation or alternative splicing [55, 56]. In this case, the two TEs are located in the last intron of *lnc-OPC*. There are several annotated shorter transcripts upstream of the TEs (e.g., XR_873837.1, XR_873834.1, and XR_873838.1) that overlap with the 5’ part of *lnc-OPC*. Therefore, the TE insertions may have caused alternative splicing or alternative polyadenylation and contributed to the evolution of transcript diversity at the *5330416C01Rik* gene loci. Additionally, TEs, particularly LTR/ERVs (LTR: long terminal repeat; ERV: endogenous retroviral), in the vicinity of lncRNA genes can be involved in the regulation of their transcription and contribute to tissue-specific expression profiles [53, 57, 58]. The two MERVL TEs have higher expression signals in various other cell types than in OPC. Thus, it is possible that these TEs may be involved in *lnc-OPC* evolution and transcriptional control. This hypothesis and the detailed mechanisms require further investigation.

Multiple sclerosis is a chronic inflammatory demyelinating disease that involves the loss of oligodendrocytes. Subventricular zone (SVZ)-derived progenitors can be activated and repopulate the neural lesions after demyelination insults in multiple sclerosis. We analyzed the data from a previous study using experimental allergic encephalomyelitis (EAE) mouse models (GSE47486) [59]. Interestingly, *5330416C01Rik* gene (*lnc-OPC*) was found to be up-regulated more than seven fold in glial progenitor cells (NG2^+^ cells) from the SVZ of the EAE models compared to those from wild-type mice, suggesting that *lnc-OPC* may be involved in this disease (S7 Fig).

It should be noted that the lncRNA annotation used in our study was retrieved from multiple sources including GENCODE, RefSeq, Ensembl, lncRNAdb, and collections of lncRNAs identified by several other groups. We identified lncRNAs *de novo* from purified brain cell types and the coding potential of identified non-coding RNAs was evaluated using the Coding-Potential Assessment Tool (CPAT). However, a recent study identified products of non-canonical translation from RNAs from mouse neurons that had been classified as non-coding [60]. Thus such a possibility should be considered. Another aspect that we should point out is that only polyadenylated RNAs were selected for RNA-seq library construction in the present study. However, polyA-selected RNAs account for only a portion of non-ribosomal, non-mtRNA [61]. Future investigation using non-polyadenylated RNAs for RNA-seq library construction could help to identify and reveal the functions of non-coding RNAs that are not polyadenylated.

Altogether, our study produced a rich and unprecedented database of lncRNA expression by various purified cell types from mouse brain. The integrative analysis framework that we established in the present study can serve as a model for investigating functional lncRNAs in other cell types.

## Materials and Methods

### Neural stem cell culture and differentiation

Mouse neural stem cells from the cortex of embryonic (E14.5) CD-1 mice were purchased from R&D Systems. Briefly, cells were cultured and passaged every 2 days as monolayers in MEM/F12 medium containing Glutamax, non-essential amino acids, B27, N2 supplement, 20 ng/ml EGF, and 20 ng/ml FGF. Cells were dissociated using Accutase (Invitrogen) and seeded onto poly-d-lysine-coated plates or dishes. NSCs were differentiated into OPCs in DMEM/F12 medium containing Glutamax, non-essential amino acids, BSA, B27, N2 supplement, 20 ng/ml CNTF, and 40 ng/ml T3. For immunostaining, NSCs were allowed to differentiate for 5 days. For mRNA extraction and qPCR, NSCs were allowed to differentiate for 3 days.

### RNA extraction, cDNA synthesis, and Quantitative Real-Time PCR (qRT-PCR)

RNA extraction was performed using TRIzol reagent, then DNase-treated RNA was reverse transcribed with the iScript cDNA Synthesis Kit according to the instructions from the manufacturer (Bio-Rad). Quantitative Real-Time PCR (qRT-PCR) was performed using reactions prepared with the SYBR Green Master Mix (Bio-Rad) performed on the ABI PRISM 7900HT Sequence Detection System. Relative gene expression was calculated by the 2^-ΔΔCT^ method using GAPDH as the reference gene.

### ChIP (chromatin immunoprecipitation)-qPCR and ChIP-Seq

ChIP was performed using 10^7^ mouse NSCs per reaction. Cells were dissociated by treatment with Accutase and cross-linked in 1% (vol/vol) formaldehyde for 10 min at RT with rotation. Then, 0.125 M glycine was used to quench the cross-linking reaction. Cells were pelleted and washed with ice-cold PBS. Next, nuclei were isolated and a Bioruptor sonicator (Diagenode) was used to shear chromatin DNA. Either 5 μl of OLIG2 antibody (AB9610, Chemicon) or 5 μl of normal rabbit IgG (#2729, Cell Signaling) was added to Dynabeads Protein A (Invitrogen) beads and incubated for 3 h at 4°C with rotation. Then, the Dynabeads-antibody complexes were incubated with sheared chromatin DNA overnight at 4°C. After immunoprecipitation, the precipitated complex was treated with RNase A and Proteinase K, and incubated at 65°C overnight to reverse crosslinks. Primers were designed and qRT-PCR experiments were performed. ChIP-qPCR data was normalized either by the Percent Input method or relative to the IgG control. The ChIP-Seq library was constructed by using DNA SMART ChIP-Seq Kit according to the manufacturer's instructions (Clontech) and was sequenced on the Illumina HiSeq 2000 Sequencer. Input chromatin sample was prepared in parallel with OLIG2 ChIP sample. The generated reads were mapped to the mouse genome mm10 using Bowtie version 0.12.7 and MACS version 1.4.2 was used to call peaks for ChIP-Seq data [62]. The output from MACS was filtered using the following more stringent criteria: (1) *p* value cutoff <10^−9^; (2) fold enrichment > five fold (3) tag number >20.

### RNA-seq library construction and sequencing

RNA-seq was performed using the same procedures as described previously [15, 20].

### shRNA knockdown of lncRNAs

At least three shRNAs against *lnc-OPC* were separately cloned into a pLKO.1 lentiviral vector and recombinant lentivirus was produced in 293FT cells. NSCs were transduced with recombinant lentivirus after 24 h of culture on poly-d-lysine pre-coated plates. Non-infected cells were eliminated using fresh culture medium containing 0.5 μg/ml of puromycin 1 day after infection. Infected cells were proliferated for 3–4 days and subsequently used for the assessment of knockdown efficiency and oligodendrocyte lineage commitment.

### Immunostaining

For the oligodendrocyte surface membrane antigen O4, cells were cultured in 24-well plates and were stained with the primary antibody O4 produced by hybridoma (from Dr. Qilin Cao, personal communication) at RT for 1 h. Cells were then fixed in 4% paraformaldehyde (vol/vol) and subsequently stained using Alexa Fluor 594 goat anti-mouse IgG (H+L) antibody. DAPI was used to stain the nuclei. Three independent experiments were carried out and cell number counts were obtained from 10 randomly selected fields in each experiment.

### BrdU cell proliferation assay

Puromycin-selected NSC cells were incubated in medium with BrdU labeling reagent (Invitrogen) for 60 min and subsequently fixed in 70% ethanol for 20 min at RT. After three washes with PBS, cells were treated with 1.5 M HCl for 30 min. Cells were then immunostained with BrdU mouse antibody (Cell Signaling), Alexa Fluor 488 goat anti-mouse IgG (H+L) antibody (Invitrogen), and DAPI. Three independent experiments were carried out and the results from 10 random fields for each experiment were obtained.

### Luciferase assay

The *lnc-OPC* -luciferase reporter constructs were created by cloning 1.3- to 2.5-kb fragments upstream of the *lnc-OPC* transcription start site into the *Kpn*I and *Xho*I multiple cloning sites of the pGL4.11 vector. The constructs were cotransfected with pmaxGFP or the mouse OLIG2 expression plasmid pCMV-SPORT6.1-OLIG2 using Lipofectamine 3000 (Invitrogen) in 293FT cells. Cells were harvested and examined for luciferase activity 2 days after transfection using a Luciferase Assay System kit (Promega). Luciferase activity was measured using a Tecan Microplate Reader infinite M1000 and was normalized by the protein concentrations of each sample.

### RNA-Seq data analysis

RNA-Seq analysis was performed as described previously [15]. The Tuxedo suite was used for read mapping and transcript assembly [22].

### The prediction of lncRNA functions

RNA-Seq data from eight brain cell types and seven non-brain tissues were used for analysis (pericytes were excluded because of their relatively lower purity). RNA-Seq data from seven non-brain mouse tissues (thymus, testis, kidney, liver, lung, spleen, and heart) were obtained from the Mouse ENCODE project. Data were downloaded from GeneExpression Omnibus (GEO accession number GSE36025) and processed using the same pipeline as for brain cells. A previously described ‘guilt-by-association’ method was adopted for function prediction [4].

### Co-expression gene module construction

Weighted Gene Co-expression Network Analysis (WGCNA) R package was used to identify gene co-expression modules [63].

### Gene Set Enrichment Analysis (GSEA)

GSEA analysis was performed using the GSEA command line executable file downloaded from http://www.broadinstitute.org/gsea/index.jsp [26].

### The identification of TF binding from DNase-DGF data and ENCODE promoters

Potential TF-binding sites were determined using Find Individual Motif Occurrences (FIMO) version 4.6.1, setting the p-value threshold to 10^−5^ and using defaults for other parameters [64]. The Bayesian method, CENTIPEDE, was adopted to infer the binding status of TF binding sites in the DNase-DGF data [34]. In addition to DNase-DGF, we performed motif searches in the promoter regions annotated by the Mouse ENCODE project upstream of the lncRNAs of interest.

### The identification of dynamic DHSs

We defined dynamic DHSs as the DHSs that are enriched > three fold under one condition compared to average signals across all conditions, with signal > 10 under the enriched condition.

### *De novo* TF motif identification

For TFs that have public ChIP-Seq data, but that are not present in motif databases, we conducted *de novo* motif discovery using the MEME-ChIP included in the MEME suite [65].

### The enrichment of TF motifs in dynamic DHSs

We used the Homer software suite to test whether TF motifs are enriched in dynamic DHSs that are activated under different conditions. A binominal distribution was used to calculate *p*-values for the significance of enrichment [66].

### Differential Expression Gene (DEG) analysis

DEGs were called using the DESeq R package [67]. Only genes with > two fold change in expression and FDR < 0.05 were considered as DEGs.

### Comparative genome analysis

The UCSC genome browser was used for inspecting multiple alignments and RMSK annotations. The Epigenetics browser was used to depict the track plots [68].

## Supporting Information

S1 Fig Choosing the soft-thresholding power for WGCNA analysis. The choice of soft thresholding power was based on the criterion of approximate scale-free topology [69]. We chose the power 10, which is the lowest power for which the scale-free topology fit index curve flattens out upon reaching a high value. The left panel shows the scale-free fit index (y-axis) as a function of the soft-thresholding power (x-axis).The right panel displays the mean connectivity (degree, y-axis) as a function of the soft-thresholding power (x-axis).
(TIF)

S2 Fig Visualizing gene co-expression network as a heatmap. The heatmap depicts the Topological Overlap Matrix (TOM) among all genes used in the analysis [69]. Light color indicates low overlap and darker red color represents higher overlap. Blocks of darker colors along the diagonal are the modules. The dendrogram and module assignment (labeled in different colors in the color bar) are shown along the left and top sides.
(TIF)

S3 Fig A selected set of transcription factor footprints detected by DNase-DGF in ESCs and in Whole Brain E14.5 sample. Displayed is the aggregate signal of the DNase-DGF cutting profiles for the indicated transcription factors. The profiles were computed using CENTIPEDE on the genome-wide sets of sites that match the corresponding motif. DNase cutting sites within +/-100 bp of the motif boundary were calculated. The vertical dashed lines indicate the boundaries of the motifs.
(TIF)

S4 Fig lncRNA-TF expression correlation heatmap. Correlation analysis was carried out to identify any correlations between the expression of TFs with binding motifs inside the ENCODE promoter regions upstream of lncRNAs that are up-regulated during OPC formation and their target lncRNAs. The TFs with more binding motifs are listed toward the left side of the map. Red represents positive expression correlation and blue represents negative expression correlation. White represents no correlation.
(TIF)

S5 Fig Assay of cell proliferation by BrdU staining. The percentage of BrdU positive cells under each condition was calculated. No significant difference was observed between control and shRNA knockdowns.
(TIF)

S6 Fig Assessing global effect of *lnc-OPC* knockdown using differential expression analysis. The R package DESeq was adopted to call differentially expressed genes. The left panel is the MA-plot showing normalized mean compared to log2-fold change for the *control* compared to *lnc-OPC-depleted* sample. Red dots represent genes called as differentially expressed genes. The right panel is a histogram of *p*-values calculated by negative binomial test.
(TIF)

S7 Fig The values for the expression of *5330416C01Rik* in healthy and EAE mice were extracted from a previous study [59]. Fold changes in *5330416C01Rik* expression in EAE mice compared to healthy mice are shown in glial progenitors and neuronal progenitors.
(TIF)

S1 Table Cell purity estimation. Signals from other cell types were estimated using established cell-type specific markers.
(XLSX)

S2 Table Master table of lncRNA expression. lncRNA expression level (FPKM) calculated using Cufflinks (version 1.3.0) [22]. All analyses were performed before the *5330416C01Rik* cDNA annotation update when the *5330416C01Rik* gene did not include *lnc-OPC*.
(XLSX)

S3 Table Association matrix of lncRNAs and functional gene sets. Functional gene sets (columns) and lncRNAs (rows) are shown as positively (>0), negatively (<0), or not associated (0). NES value (normalized enrichment score) were calculated using GSEA. Only associations with FDR < 0.25 are presented in the matrix [26].
(XLSX)

S4 Table Gene Ontology (GO) enrichment analysis of co-expression modules identified by WGCNA. Each worksheet contains the analysis result calculated using the DAVID bioinformatics tool [70]. The worksheets are ordered by module size.
(XLSX)

S5 Table WGCNA clusters of protein-coding genes and lncRNAs. Module assignment for each gene is presented in the ‘Label.Merged’ column. The membership values of each gene associated with each module (color coded by WGCNA) are presented in the table.
(XLSX)

S6 Table Specific TF binding sites in proximity to up-regulated lncRNAs (OPC compared with NSC). TF occupancy was examined for each lncRNA that is up-regulated in OPC compared to NSC. The presence of TF binding in proximity to a lncRNA is indicated as ‘1’. Binding sites for OLIG2 and ASCL1 from DNAse-DGF data are shown. Annotated ENCODE promoter regions containing OLIG2 and ASCL1 binding motifs and OLIG2 ChIP-Seq result are also depicted.
(XLSX)

S7 Table OLIG2 binding peaks called by MACS from OLIG2 ChIP-Seq experiment.

S8 Table Differentially expressed genes called by DESeq after the depletion of *lnc-*OPC, and gene ontology (GO) functional term enrichment analysis.

S1 Text Supplementary methods.

# Supplementary material for: Comprehensive Identification of Long Non-coding RNAs in Purified Cell Types from the Brain Reveals Functional LncRNA in OPC Fate Determination
**Source:** PLoS Genet. 2015 Dec 18;11(12):e1005669. doi: 10.1371/journal.pgen.1005669
**Supplement:** S1 Text

**Supplementary Information**

**Comprehensive Identification of Long Non-coding RNAs in Purified Cell Types from the Brain Reveals Functional LncRNA in OPC Fate Determination**

Xiaomin Dong^1,2^, Kenian Chen^1,2^, Raquel Cuevas-Diaz Duran^1,2^, Yanan You^1,2^, Steven A. Sloan^3^, Ye Zhang^3^, Shan Zong^1,2^, Qilin Cao^1,2^, Ben A. Barres^3^, and Jia Qian Wu^*1,2^

**Supplementary Methods**

**RNA-Seq Library Construction and Sequencing**

RNA-seq was performed using the procedures described previously [[1](#_ENREF_1), [2](#_ENREF_2)]. Primary mouse neural stem cells (mNSC) were sequenced using the same procedures as described previously and data were deposited into GEO. Briefly, the polyadenylated fraction of RNA isolated from cells was used to obtain 100-bp paired-end RNA-seq. Sequence quality was assessed using the Agilent 2100 Bioanalyzer. Samples with high RNA integrity numbers [(>8)] were used for library construction. One hundred nanograms of RNAs were used to construct each sequencing library. A TruSeq RNA Sample Prep Kit (Illumina) was used to construct poly(A)-selected paired-end sequencing libraries following the TruSeq RNA Sample Preparation V2 Guide (Illumina). All libraries were sequenced on the Illumina HiSeq 2000 Sequencer.

**RNA-Seq Data Collection**

RNA-Seq data from purified cell types from mouse cortex, including neurons (N), astrocytes (A), oligodendrocyte precursor cells (OPC), newly formed oligodendrocytes (NFO), myelinating oligodendrocytes (MO), microglia (MGL), endothelial cells (Endo), pericytes (Peri), as well as data from mouse whole cortex tissues were retrieved from our previous work and are available at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) data repository (accession number: GSE52564) [[1](#_ENREF_1)]. RNA-Seq data for mouse embryonic stem cells (mESCs) was downloaded from GEO (accession number: GSE20851). Mouse ENCODE RNA-Seq data from other tissues (thymus, testis, kidney, liver, lung, spleen, and heart) were obtained from GEO (accession number: GSE36025).

**Transcriptome Construction and lncRNA Identification**

Read mapping, transcript assembly, and expression estimation were performed as described in our previous publications [[1](#_ENREF_1), [2](#_ENREF_2)]. We mapped the paired-end reads to the mouse reference genome (UCSC version mm10) using TopHat (version 2.0.11) and Bowtie2 (version 2.2.2) [[3](#_ENREF_3), [4](#_ENREF_4)]. Cufflinks (version 1.3.0) was used to assemble transcripts from genomic read alignments. TopHat was run using default settings, except using the option “-G mm10_genes.gtf” (mm10_genes.gtf is an annotation file within the Illumina iGenome package, downloaded from http://cufflinks.cbcb.umd.edu/igenomes.html). Cufflinks was run using default settings without any annotation file to output a .gtf that contains structure information for assembled known and novel transcripts from each sample. To identify novel transcripts, transcripts from each cell type were first assembled using Cufflinks. All transcripts were then merged using Cuffmerge and then compared to a reference annotation file (mm10_genes.gtf) using Cuffcompare [[5](#_ENREF_5)]. Transcripts not matching any reference transcripts were given a class code ‘u’ (to designate them as unknown intergenic transcripts) by Cuffcompare and the considered as ‘novel’ transcripts not present in the reference file. The resulting .gtf was then filtered and only multi-exonic transcripts were retained [[6](#_ENREF_6), [7](#_ENREF_7)]. A recently developed Coding-Potential Assessment Tool (CPAT: http://lilab.research.bcm.edu/cpat/) was used to discriminate potential non-coding transcripts from coding transcripts. Novel transcripts labeled as ‘non-coding’ by CPAT were retained as ‘novel’ (compared to reference) lncRNAs [[8](#_ENREF_8)].

In order to generate a comprehensive lncRNA annotation for downstream analysis, we surveyed available lncRNA annotations in the public domain. lncRNA annotations were retrieved from well-known canonical databases, including lncRNAdb, GENCODE, Ensembl, and UCSC RefSeq genes. For lncRNAdb, the transcript structures were obtained using the BLAT program when only sequence information was available. We also added several recently published RNA-Seq datasets related to brain or CNS development to our analyses, including RNA-Seq data from subventricular zone (SVZ) tissue and olfactory bulb (OB), among others [[7](#_ENREF_7), [9-11](#_ENREF_9)]. To combine lncRNA annotations generated using RNA-Seq, we merged lncRNA transcripts identified from the same loci that were not annotated by GENCODE, or any other canonical lncRNA database, into single transcripts because distinguishing full-length isoforms from partially reconstructed fragments is not always possible without further experimental evidence, especially when sequencing depths vary among different RNA-Seq datasets. Subsequently, we combined lncRNA annotations from all sources into one non-redundant annotation file. Because there are overlaps between various annotation resources, a procedure was implemented to eliminate redundancy. Among these annotation resources, lncRNAdb contains the most detailed information for ~100 lncRNAs collected from the literature. When transcripts from different sources overlapped, we retained the gene information (gene_id, gene_name etc.) for the loci in the following order of priority: 1) lncRNAdb, 2) GENCODE, 3) RefSeq, 4) Ensembl, or 5) annotated by RNA-Seq experiments. We further combined the resulting lncRNA annotation .gtf with iGenome mm10 gtf annotation and removed any redundancy. This produced a final comprehensive annotation of both non-coding and coding transcripts, which was then used for downstream analysis of RNA-Seq data.

To quantify transcript (both coding and non-coding) expression, we re-ran Cufflink with option –G and supplied the comprehensive .gtf. The multi-read correction and bias correction algorithms in the Cufflinks package were enabled (option: -u -b). Expression level estimation was reported as Fragments per Kilobase of transcript sequence per Million mapped fragment (FPKM) values together with confidence intervals. Transcripts with an FPKM > 0, FPKM_conf_lo (lower bound of confidence interval) > 0, and status = OK were considered as detected with confidence (S2 Table) [[7](#_ENREF_7)].

To facilitate downstream analysis (such as fold change, enrichment analysis, and other procedures), a previously calculated threshold of FPKM = 0.1 was adopted [[1](#_ENREF_1)]. Any FPKM < 0.1 were set to 0.1 for fold enrichment calculations in order to avoid ratio inflation [[12](#_ENREF_12)].

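In the deposited NSC values 9370 known genes (40.3%) and 8090 lncRNAs (92.8%) were at 0.1 in both libraries. Whether each of these was a lower value set to 0.1 is not stated. A value of 0.1 in 1 library does not always go with a low value in the other: 7 known genes were at 0.1 in 1 library and above FPKM 1 in the other. Among them was Tpm1, of the actin filament protein tropomyosin, on chromosome 9 of GRCm38 from 67022590 to 67049406.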

**Potential Functional association of lncRNAs by Gene Set Enrichment Analysis (GSEA)**

We adopted a previously proposed ‘guilt-by-association’ approach to infer potential functions of individual lncRNAs based on their pattern of co-expression with known protein-coding genes [[9](#_ENREF_9)]. We used RNA-Seq data from fifteen types of samples (eight brain cell types and seven non-brain tissues; pericytes were excluded because of their relatively lower purity). RNA-Seq raw data from non-brain tissues were from the Mouse ENCODE project and were downloaded from the Gene Expression Omnibus (GEO accession code GSE36025). All sequence data were analyzed using the same RNA-Seq pipeline described for brain cells. We then computed the Pearson correlations for the expression profile of each protein-coding gene with that of each lncRNA across fifteen types of samples. For each lncRNA, the protein-coding genes were ranked by their correlation coefficient and genes with low correlation (coefficient < |0.2|) were filtered out. This rank of coding genes was then used as input for GSEA, which implements a weighted Kolmogorov-Smirnov (KS) test to identify gene sets that are enriched [[13](#_ENREF_13)]. We performed the test for all lncRNAs against gene sets generated from GO functional terms, Canonical Pathways, and expert-curated gene sets downloaded from the Molecular Signatures Database (MSigDB) [[13](#_ENREF_13)]. Gene sets with less than five genes, or more than 500 genes, were filtered out from the analysis. False discovery rate (FDR) corrected p-values were calculated by permuting gene sets 1000 times.

We then constructed an association matrix between lncRNAs and functional terms. We used a cutoff of FDR < 0. 25 for exploring terms potentially associated with each lncRNA, as recommend by the GSEA manual (S3 Table) [[13](#_ENREF_13)].

**Gene Co-expression Module Analysis**

Weighted gene co-expression network analysis (WGCNA) was conducted to cluster genes into co-expression modules using RNA-Seq data from the purified cell types [[14](#_ENREF_14)]. Briefly, WGCNA identifies modules of co-expressed genes based on a power-transformed Pearson correlation matrix. We first filtered out genes with low expression levels across all samples (e.g., only genes with FPKM > 2 in at least one sample were retained for co-expression analysis). A total of 14,596 genes (including both protein-coding and lncRNA genes) remained for module analysis. Pairwise Pearson correlation coefficients (cor) were first calculated between the expression profiles of all of these genes. Genes were then clustered using hierarchical clustering with complete linkage using (1 – cor) as a distance metric. Clusters with at least 30 members were identified and summarized using eigengene (the first principal component representing the expression pattern of genes in that module). Highly similar modules were merged if the Pearson correlation (cor) between their eigengene values exceeded 0.85. The merging process was iteratively implemented until cor between any pair of modules were under the threshold. A membership value (e.g., cor between a gene and the eigengene value of the module to which it is related) that reflects the relationship of a gene to a module was calculated for every gene and module pair (S5 Table).

For each co-expression module, we then performed functional-term enrichment analysis for modules with > 100 members using DAVID (S4 Table) [[15](#_ENREF_15)].

**DNase I Digital Footprint Data Retrieval and Preprocessing**

DNase I digital footprint data for mouse embryonic stem cell (ESC), whole brain tissue (E14.5 (WBE14) and 8 weeks old adult, (WB8wks)), as well as retina tissue (Retina) were retrieved from the ENCODE project data repository [[16](#_ENREF_16)]. The ENCODE data preprocessing procedure of these datasets can be found at the ENCODE website (<http://genome.ucsc.edu/cgi-bin/hgTrackUi?db=mm9&g=wgEncodeUwDgf>). Briefly, Bowtie 0.1.25 was used to map high-quality read tags back to the mouse genome (mm9). Only unique mapped tags were kept. DNase I hypersensitive zones (HotSpots) were identified using the HotSpot algorithm [[17](#_ENREF_17)]. DNase I hypersensitive sites (DHSs) were identified as signal peaks within hypersensitive zones at a 1.0% false discovery rate. We downloaded the mapped file (.bam) and the peak file (defined DHSs regions) for analysis.

**Identification of Transcription Factor Binding from DNase-DGF Experiments**

In previous literature, the identification of TF binding has been approached in two conceptually distinct ways, either by detecting DNase I footprints first and subsequently matching to previous annotated TF motifs [[18-21](#_ENREF_18)], or by initially detecting TF binding sites genome-wide and subsequently determining whether each site falls within a footprint and has a distinct DNase I cutting profile [[22](#_ENREF_22), [23](#_ENREF_23)]. We chose the latter approach and adopted a previously developed method to detect TF binding in DNase-DGF experiments [[23](#_ENREF_23)].

First, we collected TF motifs from well-known databases including JASPAR [[24](#_ENREF_24)], UniPROBE [[25](#_ENREF_25)], TRANSFAC [[26](#_ENREF_26)], and UW motifs [[27](#_ENREF_27)]. In addition, we surveyed recently published ChIP-Seq datasets for TF motifs that were not available in motif databases, including Ascl1/Mash1 and Olig2, and we *de novo* identified their motifs using the MEME software suite [[28-30](#_ENREF_28)]. Together, we collected 1258 TF motifs from vertebrate species. All motifs were represented in Position Weight Matrix format (PWM). We then scanned the entire mouse reference genome sequence for matches with of PWM of each TF using the genome-wide motif scanning software FIMO (version 4.6.1), setting P < 1e^-5^ as the threshold, based on a previous study [[31](#_ENREF_31), [32](#_ENREF_32)]. Next, we calculated the DNase I cleavage profile around each potential binding site (200-bp window surrounding a given site for both strands) that falls in the DHS region from each DNase-DGF experiment [[23](#_ENREF_23)]. The resulting cleavage profiles for a given TF motif were then combined into a matrix file and were supplied as the input for CENTIPEDE, which is a recently developed algorithm for accurately inferring the binding status of TF motifs. In brief, CENTIPEDE implements an unsupervised Bayesian mixture model to infer which candidate sites for each motif are likely to be bound by a TF, given the experimental data such as DNase I cleavage pattern around a motif. For each potential TF binding site, CENTIPEDE calculates the posterior probability that it is bound by a TF. We subsequently filtered the results. Only sites with posterior probability >= 0.99 were considered as bound by a given TF, which likely corresponds to sites with high TF occupancy[[23](#_ENREF_23)]. The binding site locations calculated for the mm9 genome were mapped to mm10 using the UCSC liftOver utility [[33](#_ENREF_33)].

**Active Regulation of lncRNA by TFs**

To calculate the size of *cis*-regulatory modules, we merged the TF binding sites identified from DNase-DGF experiments, and calculated the number of base pairs that can be bound by TFs and that fall within the promoter regions (defined as 2 kb upstream and 1 kb downstream of the TSS) of TFs, non-TF protein-coding genes, lncRNAs, and randomly selected intergenic regions. The size distributions of *cis*-regulatory modules for each gene category were plotted for comparison. The Mann–Whitney test was calculated to test for significant differences between gene categories.

Gene transcription is regulated in a cell-type and condition-specific manner by TFs. The dynamics of TF binding during development in concert with the dynamics of chromatin accessibility in the regulatory region of lncRNAs can be used to further indicate active regulation [[34](#_ENREF_34)]. We identified dynamic DHSs (△DHS : defined as DHSs that are enriched > threefold under one condition compared to the average of peak signals across all conditions, with peak signal > 10 under the enriched condition to exclude low-signal peaks from the analysis) in the four DNase-DGF experiments.

To identify TF motifs enriched in △DHSs that are activated in different developmental contexts, we performed motif enrichment analysis using sequences of △DHSs that are activated in specific DNase-DGF experiments. The analysis was performed using HOMER software suite, which implements a binomial distribution for the calculation of p-values for the significance of enrichment [[35](#_ENREF_35)].

**Identification of Potential Transcription Factor Binding Sites Using ENCODE Motifs and Promoters**

In addition to DNase-DGF data, we performed motif searches in the promoter regions annotated by the Mouse ENCODE project [[36](#_ENREF_36), [37](#_ENREF_37)]. We downloaded 2065 ENCODE motifs (<http://compbio.mit.edu/encode-motifs>) and combined them with 12 motifs identified *de novo* from the ChIP-Seq data for Ascl1/Mash1 and Olig2, as previously described. A total of 618 unique transcription factors with 2077 motifs were used to scan the proximal regions of lncRNA sequences using FIMO using default parameters. The total number of predicted transcription factor binding sites (TFBS) for selected lncRNAs was 50,149. To further filter the predicted TFBS within lncRNA upstream regulatory regions (defined as 4 kb upstream and 1 kb downstream of the TSS), we used a list of 82,853 putative promoters annotated by the Mouse ENCODE project [[36](#_ENREF_36)]. Promoter sequences were first converted into mm10 using the UCSC liftOver utility and then the intersection between the predicted TFBS and promoter regions was calculated [[33](#_ENREF_33)]. To analyze correlations between the expression of TFs and the target lncRNA proximal regions containing the corresponding TF motifs, we computed the Pearson correlation coefficient between the expression of the TFs and the target lncRNAs. A heatmap representing the correlation of expression between TFs and target lncRNAs was constructed (S4 Fig.).

**Differential Expression Analysis of RNA-Seq Data**

To identify protein-coding and lncRNA genes that are regulated during the generation of OPCs, we performed differential expression analysis using NSC and OPC RNA-Seq data. In brief, the htseq-count script distributed with the HTSeq Python package (<http://www-huber.embl.de/users/anders/HTSeq/doc/count.html>) was used for calculating raw read counts for each gene feature as input for DESeq [[38](#_ENREF_38)]. DE genes were called using the DESeq package according to the developer’s instructions (<http://bioconductor.org/packages/2.13/bioc/html/DESeq.html>) [[39](#_ENREF_39)]. Genes with FDR < 0.05 were considered as significant differentially expressed genes.

Functional term enrichment analysis was performed using DAVID [[15](#_ENREF_15)].

**Comparative Genome Analysis**

The UCSC genome browser was used for comparative genome analysis [[33](#_ENREF_33)]. Multiz Align track, Placental Conservation track, and RepeatMask track were enabled to inspect insertions and PhyliP conservation scores, and to search for evidence of TEs.

**Oligonucleotide sequences used in the study**

All primer sequences used for qPCR to analyze oligodendrocyte differentiation are listed. Upon induction of oligodendrocyte differentiation, GAPDH, myelin basic protein (MBP), CNP, and proteolipid peptide (PLP) mRNA expression were measured by qRT-PCR. Primers used for *lnc-OPC* expression analysis are also included in the following table. GAPDH expression was analyzed and used as an internal control to calculate the relative expression values of other genes. Primers used for OLIG2 ChIP-qPCR are also listed.

**Table 1. Oligonucleotide sequences used for qRT-PCR experiments**

| GAPDH | qRT-PCR Forward primer | ATGACATCAAGAAGGTGGTG |
| --- | --- | --- |
| GAPDH | qRT-PCR Reverse primer | CATACCAGGAAATGAGCTTG |
| CNP-1 | qRT-PCR Forward primer | TACTTCGGCTGGTTCCTGAC |
| CNP-1 | qRT-PCR Reverse primer | GCCTTCCCGTAGTCACAAAA |
| PLP | qRT-PCR Forward primer | AGCAAAGTCAGCCGCAAAAC |
| PLP | qRT-PCR Reverse primer | CCAGGGAAGCAAAGGGGG |
| MBP | qRT-PCR Forward primer | CTATAAATCGGCTCACAAGG |
| MBP | qRT-PCR Reverse primer | AGGCGGTTATATTAAGAAGC |
| *Lnc-OPC* | qRT-PCR Forward primer | ACTAACCTTCTGTTCTTCTACCTT |
| *Lnc-OPC* | qRT-PCR Reverse primer | ATTTAGACTCAGCACACACTTTC |

**Table 2. Oligonucleotide sequences used for shRNA experiments**

| luciferase control | shRNA target sequence | ATGACATCAAGAAGGTGGTG |
| --- | --- | --- |
| sh-lnc-OPC2 | shRNA target sequence | GAACGTCACTAACCTTCTGTT |
| sh-lnc-OPC3 | shRNA target sequence | GTGCAAGCAGGATACCTAAAG |
| Control(sh-luc) | sense sequence | CCGGGGCTATGAAGAGATAC  GCCCTGCAGGGCGTATCTCTT  CATAGCCTTTTTG |
| Control(sh-luc) | antisense sequence | AATTCAAAAAGCTATGAAGA  GATACGCCCTGCAGGGCGTA  TCTCTTCATAGCC |
| sh-lnc-OPC2 | sense sequence | CCGGGAACGTCACTAACCTT  CTGTTCTGCAGAACAGAAGG  TTAGTGACGTTCTTTTTG |
| sh-lnc-OPC2 | antisense sequence | AATTCAAAAAGAACGTCACT  AACCTTCTGTTCTGCAGAAC  AGAAGGTTAGTGACGTTC |
| sh-lnc-OPC3 | sense sequence | CCGGGTGCAAGCAGGATAC  CTAAAGCTGCAGCTTTAGGT  ATCCTGCTTGCACTTTTTG |
| sh-lnc-OPC3 | antisense sequence | AATTCAAAAAGTGCAAGCA  GGATACCTAAAGCTGCAGC  TTTAGGTATCCTGCTTGCAC |

**Table 3. Oligonucleotide sequences used for OLIG2 ChIP-qPCR experiments**

| Primer1 | qPCR Forward primer | ATCGCTACACGGTTGCTAT |
| --- | --- | --- |
| Primer1 | qPCR Reverse primer | CACTGTCACTGCCCTTCT |
| Primer2 | qPCR Forward primer | AACAGTCGTGTCTGAACCA |
| Primer2 | qPCR Reverse primer | TGAATTAACCAGCAAGCCATT |
| Negative | qPCR Forward primer | CCTGGGAAAGTGTGACAAATG |
| Negative | qPCR Reverse primer | TGGTTGGAGCCTCTTCTTG |

**Table 4. Oligonucleotide sequences used for constructing luciferase reporter plasmids**

| A1 construct PCR primer | Forward primer | CGGGGTACCCTTGTGCCAAGCACTTTCCC |
| --- | --- | --- |
| A1 construct PCR primer | Reverse primer | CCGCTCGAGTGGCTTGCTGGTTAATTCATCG |
| A2 construct PCR primer | Forward primer | CGGGGTACCGGCTTGTCTCAGCTCATGGT |
| A2 construct PCR primer | Reverse primer | CCGCTCGAGGGCTTGCTGGTTAATTCATCG |

1. Zhang Y, Chen K, Sloan Sa, Bennett ML, Scholze AR, O'Keeffe S, et al. An RNA-Sequencing Transcriptome and Splicing Database of Glia, Neurons, and Vascular Cells of the Cerebral Cortex. J Neurosci. 2014;34:11929–11947. doi: 10.1523/JNEUROSCI.1860-14.2014. PMID: 25186741.

2. Chen K, Deng S, Lu H, Zheng Y, Yang G, Kim D, et al. RNA-Seq Characterization of Spinal Cord Injury Transcriptome in Acute/Subacute Phases: A Resource for Understanding the Pathology at the Systems Level. PloS one. 2013;8:e72567. doi: 10.1371/journal.pone.0072567. PMID: 23951329.

3. Trapnell C, Pachter L, Salzberg SL. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 2009;25:1105–1111. doi: 10.1093/bioinformatics/btp120. PMID: 19289445.

4. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25. Epub 2009/03/06. doi:10.1186/gb-2009-10-3-r25. PMID: 19261174.

5. Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR, et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 2012;7:562–578. doi: 10.1038/nprot.2012.016. PMID: 22383036.

6. Necsulea A, Soumillon M, Warnefors M, Liechti A, Daish T, Zeller U, et al. The evolution of lncRNA repertoires and expression patterns in tetrapods. Nature. 2014;505:635–640. doi:10.1038/nature12943. PMID: 24463510.

7. Ramos AD, Diaz A, Nellore A, Delgado RN, Park K-Y, Gonzales-Roybal G, et al. Integration of genome-wide approaches identifies lncRNAs of adult neural stem cells and their progeny in vivo. Cell stem cell. 2013;12:616–628. doi: 10.1016/j.stem.2013.03.003. PMID: 23583100.

8. Wang L, Park HJ, Dasari S, Wang S, Kocher JP, Li W. CPAT: Coding-Potential Assessment Tool using an alignment-free logistic regression model. Nucleic Acids Res. 2013;41(6):e74. Epub 2013/01/22. doi:10.1093/nar/gkt006. PMID: 23335781.

9. Guttman M, Amit I, Garber M, French C, Lin MF, Feldser D, et al. Chromatin signature reveals over a thousand highly conserved large non-coding RNAs in mammals. Nature. 2009;458:223–227. doi:10.1038/nature07672. PMID: 19182780.

10. Guttman M, Garber M, Levin JZ, Donaghey J, Robinson J, Adiconis X, et al. Ab initio reconstruction of cell type-specific transcriptomes in mouse reveals the conserved multi-exonic structure of lincRNAs. Nat Biotechnol. 2010;28:503–510. doi: 10.1038/nbt.1633. PMID: 20436462.

11. Belgard TG, Marques AC, Oliver PL, Abaan HO, Sirey TM, Hoerder-Suabedissen A, et al. A transcriptomic atlas of mouse neocortical layers. Neuron. 2011;71:605–616. doi:10.1016/j.neuron.2011.06.039. PMID: 21867878.

12. Quackenbush J. Microarray data normalization and transformation. Nat Genet. 2002;32 Suppl:496–501. Epub 2002/11/28. doi: 10.1038/ng1032. PMID: 12454644.

13. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci U S A. 2005;102(43):15545–15550. Epub 2005/10/04. doi:10.1073/pnas.0506580102. PMID: 16199517.

14. Oldham MC, Konopka G, Iwamoto K, Langfelder P, Kato T, Horvath S, et al. Functional organization of the transcriptome in human brain. Nat Neurosci. 2008;11:1271–1282. doi:10.1038/nn.2207. PMID: 18849986.

15. Huang da W, Sherman BT, Lempicki RA. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4(1):44–57. Epub 2009/01/10. doi:10.1038/nprot.2008.211. PMID: 19131956.

16. Encode T, Consortium P. A user's guide to the encyclopedia of DNA elements (ENCODE). PLoS Biol. 2011;9:e1001046. doi: 10.1371/journal.pbio.1001046. PMID: 21526222.

17. Sabo PJ, Hawrylycz M, Wallace JC, Humbert R, Yu M, Shafer A, et al. Discovery of functional noncoding elements by digital analysis of chromatin structure. Proc Natl Acad Sci U S A. 2004;101:16837–16842. doi: 10.1073/pnas.0407387101. PMID: 15550541.

18. Trompouki E, Bowman TV, Lawton LN, Fan ZP, Wu DC, Dibiase A, et al. Lineage regulators direct BMP and Wnt pathways to cell-specific programs during differentiation and regeneration. Cell. 2011;147:577–589. doi: 10.1016/j.cell.2011.09.044. PMID: 22036566.

19. Young RA. Control of the embryonic stem cell state. Cell. 2011;144(6):940–954. Epub 2011/03/19. doi: 10.1016/j.cell.2011.01.032. PMID: 21414485.

20. Davidson EH. Emerging properties of animal gene regulatory networks. Nature. 2010;468:911–920. doi: 10.1038/nature09645. PMID: 21164479.

21. Birney E, Stamatoyannopoulos Ja, Dutta A, Guigó R, Gingeras TR, Margulies EH, et al. Identification and analysis of functional elements in 1% of the human genome by the ENCODE pilot project. Nature. 2007;447:799–816. doi: 10.1038/nature05874. PMID: 17571346.

22. Guo Y, Mahony S, Gifford DK. High Resolution Genome Wide Binding Event Finding and Motif Discovery Reveals Transcription Factor Spatial Binding Constraints. PLoS Comput Biol. 2012;8. doi: 10.1371/journal.pcbi.1002638. PMID: 22912568.

23. Pique-Regi R, Degner JF, Pai Aa, Gaffney DJ, Gilad Y, Pritchard JK. Accurate inference of transcription factor binding from DNA sequence and chromatin accessibility data. Genome Res. 2011;21:447–455. doi: 10.1101/gr.112623.110. PMID: 21106904.

24. Sandelin A, Alkema W, Engström P, Wasserman WW, Lenhard B. JASPAR: an open-access database for eukaryotic transcription factor binding profiles. Nucleic Acids Res. 2004;32:D91–94. doi: 10.1093/nar/gkh012. PMID: 14681366.

25. Newburger DE, Bulyk ML. UniPROBE: an online database of protein binding microarray data on protein-DNA interactions. Nucleic Acids Res. 2009;37:D77–82. doi: 10.1093/nar/gkn660. PMID: 18842628.

26. Matys V, Fricke E, Geffers R, Gossling E, Haubrock M, Hehl R, et al. TRANSFAC: transcriptional regulation, from patterns to profiles. Nucleic Acids Res. 2003;31(1):374–378. Epub 2003/01/10. PMID: 12520026.

27. Neph S, Vierstra J, Stergachis AB, Reynolds AP, Haugen E, Vernot B, et al. An expansive human regulatory lexicon encoded in transcription factor footprints. Nature. 2012;489:83–90. doi:10.1038/nature11212. PMID: 22955618.

28. Bailey TL, Boden M, Buske FA, Frith M, Grant CE, Clementi L, et al. MEME Suite: Tools for motif discovery and searching. Nucleic Acids Res. 2009;37. doi: 10.1093/nar/gkp335. PMID: 19458158.

29. Wapinski OL, Vierbuchen T, Qu K, Lee QY, Chanda S, Fuentes DR, et al. Hierarchical mechanisms for direct reprogramming of fibroblasts to neurons. Cell. 2013;155(3):621–635. Epub 2013/11/19. doi:10.1016/j.cell.2013.09.028. PMID: 24243019.

30. Mazzoni EO, Mahony S, Iacovino M, Morrison CA, Mountoufaris G, Closser M, et al. Embryonic stem cell-based mapping of developmental transcriptional programs. Nat Methods. 2011;8(12):1056–1058. Epub 2011/11/15. doi: 10.1038/nmeth.1775. PMID: 22081127.

31. Grant CE, Bailey TL, Noble WS. FIMO: scanning for occurrences of a given motif. Bioinformatics. 2011;27:1017–1018. doi: 10.1093/bioinformatics/btr064. PMID: 21330290.

32. Neph S, Stergachis AB, Reynolds A, Sandstrom R, Borenstein E, Stamatoyannopoulos JA. Circuitry and dynamics of human transcription factor regulatory networks. Cell. 2012;150(6):1274–1286. Epub 2012/09/11. doi: 10.1016/j.cell.2012.04.040. PMID: 22959076.

33. Meyer LR, Zweig AS, Hinrichs AS, Karolchik D, Kuhn RM, Wong M, et al. The UCSC Genome Browser database: extensions and updates 2013. Nucleic Acids Res. 2013;41(Database issue):D64–69. Epub 2012/11/17. doi: 10.1093/nar/gks1048. PMID: 23155063.

34. He HH, Meyer CA, Chen MW, Jordan VC, Brown M, Liu XS. Differential DNase I hypersensitivity reveals factor-dependent chromatin dynamics. Genome Res. 2012;22(6):1015–1025. Epub 2012/04/18. doi: 10.1101/gr.133280.111. PMID: 22508765.

35. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38(4):576–589. Epub 2010/06/02. doi: 10.1016/j.molcel.2010.05.004. PMID: 20513432.

36. Yue F, Cheng Y, Breschi A, Vierstra J, Wu W, Ryba T, et al. A comparative encyclopedia of DNA elements in the mouse genome. Nature. 2014;515(7527):355–364. Epub 2014/11/21. doi:10.1038/nature13992. PMID: 25409824.

37. Kheradpour P, Kellis M. Systematic discovery and characterization of regulatory motifs in ENCODE TF binding experiments. Nucleic Acids Res. 2014;42(5):2976–2987. Epub 2013/12/18. doi:10.1093/nar/gkt1249. PMID: 24335146.

38. Anders S, Pyl PT, Huber W. HTSeq-a Python framework to work with high-throughput sequencing data. Bioinformatics. 2014. Epub 2014/09/28. doi:10.1093/bioinformatics/btu638. PMID: 25260700.

39. Anders S, Huber W. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106. Epub 2010/10/29. doi: 10.1186/gb-2010-11-10-r106. PMID: 20979621.

How the deposited data were processed for this re-analysis (not part of the article)

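The data were RNA-Seq libraries of 2 replicates of 1 condition, mouse neural stem cells from the cortex at E14.5, cultured with EGF and FGF, each at 20 ng/ml. By the paper's methods, paired reads were aligned to the mm10 genome with TopHat 2.0.11 and Bowtie2 2.2.2. Cufflinks 1.3.0 was then run with multi-read and bias correction on a combined annotation of lncRNAs and UCSC known genes. The versions are those of the paper's methods and the submitters' processing notes. Whether the NSC values of all lncRNAs were made in this way is taken up in the closing section. FPKM are fragment counts scaled to transcript length and to the mapped fragments of the library, computed per library without pooling. The deposited FPKM have no value below 0.1, the limit that the paper's supplementary methods give for fold changes. The libraries do not mark strand, so reads of overlapping genes on opposite strands cannot be told apart.

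The tables hold 23257 known genes and 8714 lncRNAs, and 3 lncRNA symbols name 2 lncRNAs each. No read counts were used, so the depth per library and the counting error of a value are unknown, and the 2 libraries are the only measure of precision. The summed FPKM of known genes was 352990 in replicate 1 and 367131 in replicate 2, and the 10 highest known genes made up 5.69% of their summed mean.

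From these values the following were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and drawn with matplotlib 3.10.9. The numbers of known genes and lncRNAs above FPKM 1 in both libraries were counted. LncRNAs and known genes were compared by medians and by the probability that a random lncRNA lies below a random known gene, with ties split evenly. For 18 lists of genes with 225 entries the median of the mean FPKM, the members above FPKM 1 and above FPKM 10, and the percentile of the median among 10000 random lists of the same size were taken. The lists were NSC and radial glia, cell cycle, OPC, myelination, astrocyte, neuron, microglia, endothelial, pericyte and fibroblast, pluripotency, dorsal telencephalon, ventral telencephalon, Hox genes, EGF and FGF response, housekeeping, transcription factors named by the paper, lncRNAs of Fig 2A, and sex-linked genes. The libraries were compared by Pearson and Spearman correlation across genes of log2(FPKM + 0.1). Among the lncRNAs of S6 Table, the mean log2(FPKM + 0.1) of those with and without each of 7 binding marks was compared by a two-sided permutation test with 100000 resamples and Benjamini-Hochberg adjustment over the 7. LncRNAs whose symbol is that of a known gene with an ending for antisense, opposite strand or overlapping transcript were paired with that gene, and the correlation across pairs was tested with 100000 permuted pairings. The statistics were tested on simulated data; the power of the permutation test of binding marks was not simulated for a list in which most values are at 0.1, or for a difference of the size found.

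Coordinates and gene types are those of GENCODE M21 on GRCm38, the assembly that mm10 is made from, and other names of genes are those of RefSeq. A lncRNA was said to have a counterpart when its symbol or another RefSeq name of it is a known gene of the files, or when its span overlaps an exon of such a gene on the same strand. This definition uses no expression value, and it was set after the files were seen. For lncRNAs whose place is not known, lnc-OPC among them, only the names could be compared.

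The genes named are those of the lists that the paper names in its text, S1 Table or Figs 2A, 2B and 4B; from each list not taken from the paper the 3 highest members and the lowest one; the 10 highest known genes and lncRNAs; the 5 highest lncRNAs named by coordinates; the 5 highest lncRNAs of S6 Table in NSCs; and the 5 known genes and 5 lncRNAs with the largest ratio between the libraries at a mean above FPKM 1. Values of S1, S2 and S6 Tables had been seen when this rule was fixed, the NSC files had not. The 10 highest known genes were Eef1a1, Ckb, Tmsb4x, Ppia, Fabp7, Rpl41, Hmgcs1, Actg1, Tpt1 and Rps2. The remaining lncRNAs among the 10 highest were 2410006H16Rik, Gm20427, Xist, Snhg1, Zfas1, 1110038B12Rik and an unnamed locus on chromosome 1 from 157412608 to 157420235. The lncRNAs named by coordinates with the highest values all carried that of a known gene, Rpl41, 2810025M15Rik, Oaz2, Lsm3 and Noc2l. Among lncRNAs the largest ratios were those of Gm12940 (27.1 and 13.8 in replicates 1 and 2), chromosome X from 7212873 to 7316801 (2.32 and 1.19), C230035I16Rik (1.42 and 2.67), 0610040B10Rik (1.54 and 2.70) and 2810410L24Rik (1.37 and 2.31).

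The choices tried in place of these, the FPKM threshold, the pseudocount, a filter on low values, 1 row per symbol, each library alone, medians for means, and lncRNAs with a counterpart alone, are given with their effects in the closing section. The read-level steps, the assembly of lncRNAs, the DESeq test between NSCs and OPCs and the libraries of the other cell types were not analysed here. Of the 3 lncRNAs of Fig 4B only lnc-OPC is reported, and some genes and binding marks that fall under these rules are not reported here.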

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

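No paired analysis was possible because the files hold 1 condition. With either library left out, the known genes above FPKM 1 numbered 11173 to 11202 and the lncRNAs 296 to 303, the 10 of 18 gene lists with a median above FPKM 1 stayed 10, the lncRNAs of S6 Table above FPKM 1 numbered 12 to 14, lnc-OPC stayed at 0.1, the probability that a lncRNA lies below a known gene was 0.769 in both cases (0.773 on the mean), the percent of lncRNAs above FPKM 1 was 3.40 to 3.48 (3.40 on the mean of the libraries), the difference by OLIG2 peak was 0.37 to 0.42 and the rho of lncRNAs with the genes they are named after was 0.369 to 0.376. At a threshold of FPKM 0.1 in place of 1, 570 lncRNAs passed in both libraries, and on the mean of the libraries 7.16% of lncRNAs, 59.7% of known genes (48.1% at FPKM 1) and 34 lncRNAs of S6 Table; at FPKM 5 these were 118 in both, and 1.38%, 35.4% and 3 on the mean. With only genes of a mean above FPKM 0.1, the probability was 0.744, 47.4% of lncRNAs and 80.5% of known genes were above FPKM 1, the median of the S6 Table lncRNAs was 0.563, the Pearson r between libraries was 0.996 for known genes and 0.988 for lncRNAs, the Spearman rho 0.997 and 0.973, and the rho of lncRNAs with the genes they are named after 0.175 (permutation p = 0.267). These changes follow from leaving out values at 0.1. Pseudocounts of 1 and 0.01 gave a Pearson r of 0.9987 and 0.9980 for known genes and 0.9967 and 0.9941 for lncRNAs. They gave a difference by OLIG2 peak of 0.19 and 0.48. With only lncRNAs of a mean above FPKM 0.1 this difference was 1.15 (permutation p = 0.0346). Compared by medians the OLIG2 difference was 0 (permutation p = 1), since both medians lie at 0.1. Chosen after seeing the data, lncRNAs with a counterpart alone gave a probability of 0.683 and 15.2% above FPKM 1. LncRNAs without the value of a single known gene, a choice also made after seeing the data, numbered 41 above FPKM 1. Taking 1 row per symbol changed none of the 5 results it was run on. Of 125 values of single gene lists, 25 changed, 12 of them under the filter on low values. Depth limits what a value of 0.1 shows, since the reads behind it are unknown.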

Other observations

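The NSCs expressed transcription factor genes of the anterior brain and genes that EGF and FGF signalling induces. All 12 Hox genes of the hindbrain and spinal cord were at an FPKM of 0.1 in both libraries, while Lhx2, a transcription factor gene of the forebrain, had 12.7 ± 1.52 (SD, n = 2) and Emx2 9.10 ± 0.80. Of 7 dorsal telencephalon genes 5 were above FPKM 1, with a median of 6.30, and Tbr1 was at 0.1 in both libraries. The median of 9 ventral telencephalon genes was 0.184, with Gsx1 at 0.694 ± 0.0127, Gsx2 at 0.260 ± 0.0290 and Lhx6 at 0.1. Of these 9, 1 was above FPKM 1, and it was higher than every gene of the dorsal list. Of 12 genes that EGF and FGF signalling induces 11 were above FPKM 1 and 10 above FPKM 10, with a median of 38.6, led by Egr1 with 89.7 ± 6.58, Etv5 with 88.1 ± 0.381 and Spry2, a feedback inhibitor, with 87.0 ± 3.09; Fosl1 had 0.225 ± 0.0230. No culture without these factors was analysed here. Of 12 housekeeping genes all were above FPKM 10, with a median of 783, from 10.7 ± 0.157 for Tbp to 3229 ± 146 for Eef1a1, with Ppia at 2352 ± 98.6 and Gapdh at 1114 ± 103. Of 20 transcription factors that the paper names 12 were above FPKM 1, with a median of 5.01.

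The tests on the level of lncRNAs without a counterpart and on sex-linked genes were chosen after the values were seen, and those on OLIG2 peaks and on lncRNAs named after a partner gene before. Of the 7021 lncRNAs without a counterpart among the known genes, 61 were above 0.1 in both NSC libraries. Among the 5599 of them that could be placed in the genome, 7 were. A candidate explanation is that the deposited NSC values of lncRNAs were taken from the quantification of known genes. Of the 570 lncRNAs above 0.1, 92.6% carried the value of a known gene or the sum of known genes at their locus. Counting those above 0.1 in either library, 342 had the value of a known gene of the same symbol and 226 that of another symbol. A gene counted among both the lncRNAs and the known genes would have equal values in any case, so the 342 do not bear on this explanation. The 226 also include genes listed under another name or by coordinates, such as the unnamed locus with the value of 2810025M15Rik. How many of the 226 are such genes was not determined, so the 226 and the 92.6% overstate what bears on the explanation. That NSCs express few lncRNAs without a counterpart is argued against by the first 1999 of the 8714 rows of S2 Table, the paper's values. Of 97 lncRNAs with a counterpart above 0.1 in all 16 libraries of the other cell types there, 91 (93.8%) were above 0.1 in NSCs. Of 23 such lncRNAs without a counterpart 1 (4.35%) was. A lower depth or stricter detection in the NSC libraries is argued against by lncRNAs of a mean of 0.2 to 1 FPKM over those libraries, of which 110 of 187 (58.8%) with a counterpart and 0 of 183 without one were above 0.1 in NSCs. If the NSC values were taken from known genes, a value of 0.1 may say little about lncRNAs for which no counterpart was found, lnc-OPC among them. The RNA-Seq comparison of NSCs and OPCs in the paper rests on read counts, which were not analysed here. For lnc-OPC the paper also reports qPCR, with a rise during differentiation from NSCs and a knockdown in NSC culture.

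Xist, the RNA of the inactive X chromosome, had an FPKM of 104 ± 6.70 (SD, n = 2) and Tsix 0.1, while the Y-linked genes Eif2s3y and Ddx3y had 12.3 ± 1.79 and 4.91 ± 0.371. Of 6 sex-linked genes 5 were above FPKM 1 in the mean, with a median of 3.81. Both libraries showed both signals, which is consistent with cells of both sexes in each, as embryos pooled without regard to sex would give. Whether female and male cells were present in equal shares was not tested, and other explanations were not tested.

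From OLIG2 binding in NSCs and reporter assays in another cell line, the paper proposes that OLIG2 represses lnc-OPC in NSCs. The hypothesis that OLIG2 represses the lncRNAs it binds was tested on the 254 lncRNAs of S6 Table. The 59 with an OLIG2 ChIP-Seq peak had a mean log2(FPKM + 0.1) of -1.72 in NSCs and the 195 without one -2.12, a difference of 0.40 in the direction opposite to the hypothesis (two-sided permutation test, p = 0.0046, Benjamini-Hochberg adjusted p = 0.0322 over 7 marks). Of those with a peak 12 were above 0.1, and of those without 22. All 34 of these had the value of a known gene, so above 0.1 the test compares values that known genes also carry. Compared by medians the difference was 0 (permutation p = 1), since both medians lie at 0.1, so it rests on the minority of lncRNAs above 0.1. The same permutation test on the other OLIG2 marks of the 254 lncRNAs gave a higher level with OLIG2 motifs in ENCODE promoters (adjusted p = 0.0446) and no difference below an adjusted p of 0.05 with OLIG2 DNase footprints (adjusted p = 0.0624). The counterpart does not account for the difference, as 18 of 59 and 61 of 195 had one, and among lncRNAs with a counterpart, a choice made after seeing the data, it was 1.12 (permutation p = 0.00417). LncRNAs are not independent replicates, and the list holds only lncRNAs that are lower in NSCs than in OPCs, so repression of single lncRNAs is not excluded.

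LncRNAs named as antisense or overlapping transcripts of a gene were higher in NSCs where that gene was higher, as the hypothesis that they are expressed together predicts. Across 269 pairs matched by symbol the Spearman rho was 0.371 (permutation p = 1e-05, the smallest these permutations can give) and the Pearson r 0.308 (permutation p = 1e-05, again the smallest). Of these 269 lncRNAs, which include Sox2ot on the same strand as Sox2, 226 were at 0.1, and among the 42 pairs with both above 0.1 the rho was 0.175 (permutation p = 0.267), so the relation rests on which lncRNAs were detected. Across the 113 pairs whose lncRNA has a counterpart among the known genes, a choice made after seeing the data, the rho was 0.652 (permutation p = 1e-05, the smallest possible) and the Pearson r 0.497. Every lncRNA above 0.1 was among these 113. Which of the 269 lncRNAs were detected thus depended in part on having a counterpart, and 0.1 in the other pairs may say little about their level. The libraries do not mark strand, so shared reads could raise the correlation where a pair overlaps, and pairs are not independent replicates.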
